# Sugarcane (*Saccharum officinarum* L.) Top Extract Ameliorates Cognitive Decline in Senescence Model SAMP8 Mice: Modulation of Neural Development and Energy Metabolism

**DOI:** 10.3389/fcell.2020.573487

**Published:** 2020-10-06

**Authors:** Kengo Iwata, Qingqing Wu, Farhana Ferdousi, Kazunori Sasaki, Kenichi Tominaga, Haruhisa Uchida, Yoshinobu Arai, Francis G. Szele, Hiroko Isoda

**Keywords:** cognitive function, sugarcane top, polyphenol, energy metabolism, neural development, SAMP8

## Abstract

Age-related biological alterations in brain function increase the risk of mild cognitive impairment and dementia, a global problem exacerbated by aging populations in developed nations. Limited pharmacological therapies have resulted in attention turning to the promising role of medicinal plants and dietary supplements in the treatment and prevention of dementia. Sugarcane (*Saccharum officinarum* L.) top, largely considered as a by-product because of its low sugar content, in fact contains the most abundant amounts of antioxidant polyphenols relative to the rest of the plant. Given the numerous epidemiological studies on the effects of polyphenols on cognitive function, in this study, we analyzed polyphenolic constituents of sugarcane top and examined the effect of sugarcane top ethanolic extract (STEE) on a range of central nervous system functions *in vitro* and *in vivo*. Orally administrated STEE rescued spatial learning and memory deficit in the senescence-accelerated mouse prone 8 (SAMP8) mice, a non-transgenic strain that spontaneously develops a multisystemic aging phenotype including pathological features of Alzheimer’s disease. This could be correlated with an increased number of hippocampal newborn neurons and restoration of cortical monoamine levels in STEE-fed SAMP8 mice. Global genomic analysis by microarray in cerebral cortices showed multiple potential mechanisms for the cognitive improvement. Gene set enrichment analysis (GSEA) revealed biological processes such as neurogenesis, neuron differentiation, and neuron development were significantly enriched in STEE-fed mice brain compared to non-treated SAMP8 mice. Furthermore, STEE treatment significantly regulated genes involved in neurotrophin signaling, glucose metabolism, and neural development in mice brain. Our *in vitro* results suggest that STEE treatment enhances the metabolic activity of neuronal cells promoting glucose metabolism with significant upregulation of genes, namely *PGK1*, *PGAM1*, *PKM*, and *PC*. STEE also stimulated proliferation of human neural stem cells (hNSCs), regulated bHLH factor expression and induced neuronal differentiation and astrocytic process lengthening. Altogether, our findings suggest the potential of STEE as a dietary intervention, with promising implications as a novel nutraceutical for cognitive health.

## Introduction

Cognitive decline, such as memory loss and learning deficit, is highly associated with aging. This has been implicated to be mediated by oxidative stress, mitochondrial dysfunction, and defective apoptotic processes in the process of normal brain aging (Ginneken, 2017). In addition, other protein abnormalities such as increased amyloid-β (Aβ) plaques, phosphorylated tau and neurofibrillary tangles, and Lewy bodies are the pathological hallmarks of severe brain disorders, including Alzheimer’s disease (AD). Age-related brain disorders are generally accompanied by other pathologies, including cortical (particularly hippocampal) shrinkage, abnormal immune response and neurogenesis, and decreased neurotransmitter concentration, which could theoretically be pharmacological targets (Nelson and Tabet, 2015; Poulose et al., 2017). With the rapid growth of the aging population and increasing awareness of the risk of dementia, prevention and treatment of age-related cognitive decline have become research priorities. Pharmacological therapies are currently limited, and recently attention has turned to the role of dietary interventions or nutraceuticals in this respect (Williams et al., 2011; Howes et al., 2020).

Sugarcane (*Saccharum officinarum* L.) is one of the most widely distributed plants in subtropical and tropical regions and is cultivated as an important source of sugar. From the industrial point of view, the most profitable part of the plant is the stem, which contains relatively high concentrations of sugar. In contrast, the top part of sugarcane including leaves (sugarcane top) are often treated as waste, although some of them are used in fermented silage. However, it has been reported that sugarcane top in fact contains a larger amount of polyphenol with antioxidant properties compared to its stem (Colombo et al., 2005, 2006; Sun et al., 2014).

Caffeoylquinic acid (CQA), also known as chlorogenic acid, is a naturally occurring antioxidant polyphenol found in various plants. CQA derivatives have been shown to have neuroprotective effects and to improve learning and memory via inhibition of Aβ aggregation and enhancement of ATP production both *in vitro* and *in vivo* (Han et al., 2010; Miyamae et al., 2011b, 2012). Furthermore, past studies have shown that CQA-rich plant extracts can ameliorate aging-related cognitive deficit, depressive behavior, and amyloid pathologies *in vivo* (Sasaki et al., 2013; Wu et al., 2016; Lim et al., 2018; Ishida et al., 2020). Moreover, our recent study suggested that intracorporeal mono-CQAs, degraded from 3,4,5-tricaffeoylquinic acid, stimulate hippocampal neurogenesis (Sasaki et al., 2019a). CQA derivatives have been reported as a major compound in the sugarcane top of the fraction possessing potent antioxidant properties (Maeda et al., 2010). Therefore, sugarcane top might be a promising bioresource containing neuroactive chemicals.

In the present study, the senescence-accelerated mouse strain SAMP8 was used as an *in vivo* model (Rhea and Banks, 2017) to evaluate the effect of sugarcane top extract on pathological aging. This non-transgenic strain shows similar neuropathological features of neurodegenerative diseases such as AD, and encompasses Aβ alterations, increased oxidative stress, augmented tau phosphorylation, as well as learning and memory deficits (Butterfield and Poon, 2005; Pallas et al., 2008; Takeda, 2009; Morley et al., 2012). We used human-derived cells to characterize the effect and potential mechanisms of sugarcane top extract on neuronal energy metabolism and neural stem cell fate *in vitro*. Chemical analysis of the extract from sugarcane tops was performed to unveil its composition, and then several *in vivo* and *in vitro* biological assays were performed to examine the possible effect of the extract on cognitive health.

## Materials and Methods

### Preparation of Sugarcane Top Ethanolic Extract (STEE)

Sugarcane (*Saccharum officinarum* L.) tops were collected from a plantation in Asakura, Fukuoka, Japan. Milled sugarcane tops were donated by the Nippo Co., Ltd. (Daito, Osaka, Japan). The milled plant was extracted by maceration with ethanol/water (70:30, v/v) for 2 weeks, with a ratio of plant powder/solvent of 10% (w/v). The extract was filtered through 0.22 μm membranes (Merk Millipore, Billerica, MA, United States) and the dried extract was obtained through rotary evaporation and freeze-drying (yield was approximately 13−14%; 130−140 mg per g of the plant powder).

The extract was dissolved in ethanol/water (70:30, v/v) and stocked for all the *in vitro* experiments. For all the *in vivo* experiments, the extract was dissolved in Mill-Q water.

### Chemical Analysis

The chemical analysis was performed using the Prominence HPLC system (Shimadzu, Kyoto, Japan) equipped with a solvent delivery pump (LC-20AD), autosampler (SIL-20AC), and ELS detector (ELSD-LTII). For the analysis, samples were extracted from milled sugarcane tops using Speed Extractor E-916 (Buchi AG, Uster, Switzerland) with ethanol/water (80:20, v/v). The extracts were evaporated, freeze-dried, and filtered before use. ZORBAX SB-C18 reversed-phase columns (250 × 4.6 mm, 3.5 μm, Agilent, Santa Clara, CA, United States) were used and the column thermostat was maintained at 40°C. The mobile phase consisted of: A. formic acid/water (10:90, v/v), B. acetonitrile/methanol (50:50, v/v) with a 0−100% gradient for 40 min. Chromatography was carried out in gradient mode, using a flow rate of 1.0 mL/min, with detection wavelength at 328 nm. Four concentrations of pure compounds were prepared: 0.2, 0.3, 0.4, and 0.5 μg/mL, as external standards. Each injection volume was 10 μL. Pure chemical compounds of 3-*O*-caffeoylquinic acid (3-CQA), 5-*O*-caffeoylquinic acid (5-CQA) and 3-*O*-feruloylquinic acid (3-FQA) were purchased from the Nagara Science (Gifu, Japan). Isoorientin (ISO, chemically defined as luteolin-6-C-glucoside) was purchased from Sigma-Aldrich (St. Louis, MO, United States). Presented chemical structures were drawn in MarvinSketch (ChemAxon, Budapest, Hungary) software.

### *In vitro* Experiments

#### Cells and Cell Culture

In this study, the human neuroblastoma cell line SH-SY5Y and human fetal neural stem cells (hNSCs) were cultured and used for subsequent experiments *in vitro*. SH-SY5Y cells were purchased from the ATCC (Manassas, VA, United States) and hNSCs (StemPro Neural Stem Cells, A15654) were from the Gibco-Thermo Fisher (Grand Island, NY, United States). SH-SY5Y cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/F12 (1:1, v/v) (Gibco) supplemented with 15% fetal bovine serum (FBS, Gibco), 1% non-essential amino acids solution (NEAA, Wako-Fujifilm, Osaka, Japan), and 1% anti-bacterial penicillin/streptomycin. hNSCs were cultured in knockout DMEM/F12 (1:1, v/v) supplemented with 2% StemPro Neural Supplement, 20 ng/mL basic fibroblast growth factor (bFGF), 20 ng/mL epidermal growth factor (EGF), 2 mM Glutamax Supplement (all above reagents were from Gibco), 6 units/mL heparin, and 200 μM ascorbic acid (proliferation medium). The cells were maintained at 37°C in a 95% air/5% CO_2_ humidified incubator.

SH-SY5Y cells expanded as adherent monolayer cultures and were passaged when the culture was confluent (every 3−4 days, up to 8 passages) using cell detachment reagent TrypLE Express (Gibco). hNSCs expanded as free-floating aggregates (Neurospheres) and were passaged when a sphere diameter was ≤150 μm at the maximum (every 9−11 days, up to 3 passages until cells started unexpected differentiation) by dissociation with StemPro Accutase reagent (Gibco). However, the majority of neurospheres were smaller than 150 μm and the cultures had good viability upon passaging.

#### 3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide (MTT) Assay

The MTT assay was used to determine the metabolic activity and cellular viability of SH-SY5Y cells. Briefly, the mitochondrial oxidoreductase activity was assessed using a colorimetric reaction of MTT, and the activity of the enzyme could be converted into cellular viability. The cells (2 × 10^5^ cells/mL) were cultured in 96-well plates/a 96-well plate for 24 h (DMEM/F12 with 15% FBS, 1% NEAA, and 1% penicillin/streptomycin). Then the cells were treated with different concentrations of STEE mixed with serum-reduced Opti-MEM (Gibco) for 72 h. After the treatment, the culture medium was replaced by MTT solution and the cells were incubated for another 6 h to crystallize. Crystalized MTT was dissolved in 10% SDS and the optical density (OD) was measured at 570 nm with a microplate reader Varioskan LUX (Thermo Fisher Scientific, Rockford, IL, United States).

#### Flow Cytometry

Total viable cell numbers were determined using flow cytometry. SH-SY5Y cells were plated in a 6-well plate (2 × 10^5^ cells/mL) and stabilized for 24 h. The cells were then treated with 50 μg/mL of STEE for different time durations: 0, 12, 24, 48, and 72 h. After the treatment, the cells were detached with TrypLE Express and placed in flow cytometry tubes. Cell suspension was diluted in Guava ViaCount Reagent (Luminex, Austin, TX, United States) to immunolabel viable cells. Finally, the total viable cell numbers were determined using ViaCount assay with flow cytometer Guava easyCyte 8HT (Luminex).

#### Measurement of Intracellular ATP Production

Intracellular ATP levels were measured by using a bioluminescence assay kit (Toyo Ink, Tokyo, Japan). The cells were seeded in a 96-well plate at a density of 2 × 10^5^ cells/mL and were incubated for 24 h. Then the cells were treated with 50 μg/mL of STEE for different time durations: 12, 24, and 48 h. After the treatment, the cells were dissolved in luciferin−luciferase solution and the suspensions were transferred to a white bottom 96-well plate. ATP levels were measured as luminescence with a Varioskan LUX multimode multiplate reader.

#### Thymidine Analog Incorporation *in vitro*

The cells were labeled with the synthetic nucleoside 5-Bromo-2’-deoxyuridine (BrdU, Tokyo Chemical Industry, Tokyo, Japan) to identify the proliferation rates of hNSC. The neurospheres were cultured with different concentrations (10, 25, and 50 μg/mL) of STEE for 24 h, and subsequently, 10 μM of BrdU was added to the medium. The cells were incubated for another 24 h; after that, the neurospheres were dissociated with Accutase reagent and plated on Geltrex matrix solution (Gibco) pre-coated culture vessels with knockout DMEM/F12 (1:1, v/v) containing 2% StemPro Neural Supplement, 2 mM Glutamax Supplement, 6 units/mL heparin, and 200 μM ascorbic acid (differentiation medium). After the incubation in the medium containing different concentrations of STEE for 12 h, the cells were processed for immunostaining or RNA extraction.

#### hNSC Differentiation

The cells were cultured as an adherent to let the hNSC differentiate into neural lineages (Schmuck et al., 2017). The neurospheres were pre-treated with different concentrations (10, 25, and 50 μg/mL) of STEE for 24 h and then were dissociated with Accutase reagent. After dissociation, the cells were plated on the Nunc Lab-Tek Chamber Slide System (Thermo Fisher Scientific) pre-coated with Geltrex solution and cultured in differentiation medium containing different concentrations of STEE for 7 days. After the differentiation experiments, each culture was used for subsequent immunocytochemical analysis.

#### Immunocytochemistry

The cells were washed once briefly with PBS, fixed with 4% ice-cold paraformaldehyde (PFA) for 30 min, and then permeabilized with 0.2% Triton-X for 5 min. For BrdU detection, the following DNA denaturation procedure was done−cells were incubated with 2 N HCl for 30 min and 0.1 M borate buffer (0.1 M Na_2_B_4_O_7_, pH = 8.5) for another 15 min. After three washes with PBS, cells were incubated with 5% normal goat serum for 1 h at room temperature to block non-specific binding, and subsequently incubated with the following primary antibodies diluted in blocking solution (1% normal goat serum in PBS) for overnight at 4°C: rabbit monoclonal anti-HuC + HuD (HuC/D, 1:500, Abcam, Cambridge, United Kingdom) and mouse monoclonal anti-BrdU (1:200, Invitrogen, Carlsbad, CA, United States) to detect neural progenitors or thymidine analog; rabbit polyclonal anti-GFAP (1:1000, Novus Biologicals, Centennial, CO, United States) and mouse monoclonal anti-beta III tubulin (Tuj1, 1:1000, Abcam) to detect differentiated astrocytes or neurons. After the incubation and PBS washes, cells were incubated with secondary antibodies diluted in PBS for 1 h at room temperature in the dark. Secondary antibodies conjugated to Alexa Flour 488 or 594 (1:500, Abcam) were used. After the incubation and PBS washes, coverslips were mounted onto glass slides with drops of ProLong Diamond (Invitrogen), including DAPI to stain nuclei. Fluorescent imaging was observed with a confocal microscope TCS SP8 (Leica, Germany).

ImageJ software (National Institutes of Health, Bethesda, MD, United States) was used for counting marker-positive cells, and the length of astrocytic processes were measured using the NeuronJ plugin for ImageJ. Three independent experiments were performed and 8-10 randomly captured sections per well were analyzed.

### *In vivo* Experiments

#### Animals

We used 16-weeks-old male SAMP8 mice (Japan SLC, Shizuoka, Japan) for in vivo experiments. The SAMP8 mice have spatial learning impairments from 12 weeks of age and spatial memory loss commencing from 16 weeks of age (Ikegami et al., 1992; Flood and Morley, 1997; Cheng et al., 2008; Rhea and Banks, 2017). Also, senescence-accelerated mouse resistant 1 (SAMR1) mice, which have a SAM-related genotype and show resistance to accelerated senescence, were used as controls for SAMP8 as described before (Takeda, 2009). The mice were housed individually under controlled temperature (21−23°C) and photoperiod (12-h light/dark) and provided food and water *ad libitum*. All animal procedures were performed according to the guidelines of the Council of Physiological Society, Japan. Experimental protocols were approved by the Ethics Animal Care and Use Committee (18-356), University of Tsukuba, Japan.

#### STEE Administration and Thymidine Analog Incorporation *in vivo*

After 1 week of acclimatization, SAMP8 mice were randomly divided into two groups: SAMP8 water-administered group (*n* = 10) and STEE-administered group (*n* = 10). SAMR1 water-administered group (*n* = 10) were housed as normal aging controls. STEE was dissolved in Mill-Q water and orally administered to SMAP8 mice at 20 mg/kg for 30 days. This concentration was determined following our previous study (Sasaki et al., 2013). SAMP8 controls and SAMR1 mice were administered the equal volume of Mill-Q water to that of the extract. After completion of the 30 days administration, the mice were tested in the behavioral test for 8 days, and the administration was continued during this period also.

BrdU was administered to the mice via the drinking water (Tough and Sprent, 1996; Sasaki et al., 2019a). Briefly, BrdU diluted in drinking water at 1 mg/mL was given to the mice for nine consecutive days starting from the 14th day of STEE administration.

#### Morris Water Maze (MWM)

The MWM test was performed to evaluate the learning and memory ability of mice, according to our previous studies (Sasaki et al., 2013, 2019a). The MWM consisted of a circular pool (120 cm in diameter and 45 cm in height) filled with water (30 cm in depth) kept at 23 ± 2°C. Provisional four quadrants were set in the pool, and an invisible escape platform (10 cm in diameter) was installed and submerged 1 cm below the surface of the water at the midpoint of one quadrant. In the trials, the mice were allowed to swim to escape from the water (to land on the platform) within 60 s. The mice were given four tests each day for 7 days.

On the final day, the escape platform was removed, and the mice were allowed to swim freely for 60 s (the probe test). The number of crossings over the position where the platform was located, and the time spent in the target quadrant were recorded.

### Immunohistochemistry

After 24 h of the MWM probe trial, the mice were sacrificed by cervical dislocation. The brains were extracted from mice for immunohistochemical analysis, fixed in 4% PFA for 14 days at 4°C, then equilibrated in 30% sucrose/PBS (w/v) for 48 h at 4°C. Coronal brain sections (30 μm) were obtained using the SM2010R sliding microtome (Leica). Sections were stored at −20°C in cryoprotectant solution (ethylene glycol, glycerol, 0.1 M phosphate buffer, pH 7.4, 1:1:1:2 by volume) until usage. For immunolabeling, every sixth tissue sections were mounted on SuperFrost Ultra Plus Adhesion slides (Thermo Fisher Scientific) and allowed to dry for at least 30 min at room temperature. Slides were washed in PBS to remove excess cryoprotectant solution. Antigen retrieval was performed for immunolabeling with anti-BrdU antibody by heating slides incubated in 2N HCl solution for 20 min at 42°C. Slides were rinsed in PBS three times before permeabilization for 15 min in PBS containing 0.03% Triton X-100 (PBS-T). Sections were blocked in 10% donkey serum in PBS-T for 1 h at room temperature. Primary antibodies were diluted, as specified below, in blocking buffer and incubated overnight. Sections were washed then incubated with fluorochrome-conjugated specific secondary antibodies for 2 h at room temperature. Slides were coverslipped using FluorSave reagent (Merck Millipore).

For evaluation of results, images were obtained using a Nikon Ti-Eclipse microscope (Nikon, Japan). For quantification, confocal images were obtained with a Zeiss LSM 710 laser scanning confocal microscope (Leica) with 1 μM Z-stacks for stereological quantification. Primary antibodies used were: rat monoclonal anti-BrdU (1:200, Abcam), rabbit polyclonal anti-DCX (1:200, CST, Danvers, MA, United States), and chicken polyclonal anti-GFAP (1:200, Abcam). Every eighth tissue section was sampled for quantification. Using tiled images, the whole dentate gyrus was quantified using ImageJ software in a blinded fashion. At least three sections were counted per animal.

### ELISA

The cerebral cortex was isolated from the extracted brain and homogenized with ultrasonication in RIPA Lysis Buffer (Santa Cruz, Dallas, TX, United States), including protease inhibitors, on ice. The homogenates were centrifuged at 16,000 *g* for 20 min, and the resulting supernatant was used for the measurement of neurotransmitters by ELISA.

The monoamine levels (dopamine; DA, norepinephrine; NE, and serotonin; 5-HT) in the tissue were determined with a sandwich ELISA (ImmuSmol, Talence, France). Acetylcholine (ACh) levels were measured by the ELISA kit (BioVison, Milpitas, CA, United States) according to the manufacturer’s instructions. A 2D Quant kit (GE Healthcare, Piscataway, NJ, United States) was used to normalize each neurotransmitter level to total protein concentration.

### Transcriptome Analysis

#### RNA Isolation

Total RNA was isolated from SH-SY5Y cells or neurospheres treated with STEE for 24 h, adherent hNSCs dissociated from STEE pre-treated neurospheres, and cerebral cortices of the mice. ISOGEN kit (Nippon Gene, Toyama, Japan) was used to extract total RNA from cells according to a protocol as previously described (Han et al., 2010).

#### Reverse Transcription and qRT-PCR

Isolated RNAs were reverse transcribed with SuperScript IV VILO Master Mix (Applied Biosystems, Foster City, CA, United States) according to the manufacturer’s protocol.

Quantitative real-time polymerase chain reaction (qRT-PCR) was performed on Applied Biosystems 7500 RT-PCR System as follows: 2 min at 50°C, 10 min at 95°C and then 45 cycles of PCR (15 s at 95°C; 1 min at 60°C). The primers (Applied Biosystems) used for RT-PCR were: *ACTB* (Hs01060665_g1), *GAPDH* (Hs02786624_g1), *PGK1* (Hs00943178_g1), *PGAM1* (Hs01652468_g1), *PKM* (Hs00761782_s1), *PC* (Hs01085875_g1), *TUBB3* (Hs00801390_s1), *GFAP* (Hs00909233_m1), *PDGFRA* (Hs00998018_m1), *NES* (Hs04187831_g1), *ASCL1* (Hs00269932_m1), and *HES1* (Hs00172878_m1). Amplification was performed with TaqMan Gene Expression Master Mix (Applied Biosystems). *ACTB* or *GAPDH* levels were used for internal controls, and the relative expression levels of each transcript were determined in triplicate from three independent experiments.

#### Microarray Gene Expression Profiling

RNA samples extracted from cerebral cortices were amplified and biotinylated with Affymetrix 3’ IVT PLUS Reagent Kit (Affymetrix, Santa Clara, CA, United States), according to the manufacturer’s instructions. Biotinylated complementary RNA (cRNA) was hybridized onto Affymetrix Mouse Genome 430 PM array strips (Affymetrix) for 16 h at 45°C in the hybridization station. The hybridized arrays were washed, stained, and scanned with GeneAtlas Fluidics and Imaging Station. Then the gene-level information (CHP files) was obtained from the probe intensity files (CEL files) using robust multichip analysis (RMA) summarization algorithm in Expression Console software (Affymetrix^1^). Subsequent analysis of the obtained data was carried out in Transcriptome Analysis Console (TAC) ver.4 software (Thermo Fisher Scientific). Microarray was conducted for two mRNA biological samples of each group. Differentially expressed genes (DEGs) with *p*-Value < 0.05 (one-way between-subjects ANOVA) were included for gene ontology (GO) analysis. The Molecular Signatures Database (MSigDB) of Gene Set Enrichment Analysis (GSEA) web tool was used to determine whether the gene sets show statistically significant and concordant differences between two biological states^2^ (Subramanian et al., 2005; Liberzon, 2014). Graphical presentations were generated in Microsoft Excel 2016 (Microsoft, Redmond, WA, United States). Heatmaps were generated using Morpheus software^3^. Venn-diagram was generated using an open source tool^4^. Microarray dataset are deposited in the Gene Expression Omnibus (GEO) under Accession Number: GSE151727^5^.

### Statistical Analysis

Data are presented as means ± standard error of means (SEM) unless otherwise indicated. Normal distribution was tested by the Shapiro−Wilk normality test. Student’s *t*-tests (unpaired) were performed to determine significant difference between two groups. A one-way analysis of variance (ANOVA) followed by Dunnett’s *post hoc* test was applied to compare each of the treatment conditions with a single control group. Differences in viable cell numbers between the treatment groups at various time points were assessed using two-way ANOVA followed by Sidak’s *post hoc* test. For *in vivo* experiments, differences in escape latency among the treatment groups at different time points were assessed using two-way repeated-measures ANOVA with Fisher’s LSD test. Other behavioral tests were compared using either one-or two-way (for repeated measures) ANOVA with Fisher’s LSD test for normally distributed data. In the case of non-normally distributed data, the Kruskal−Wallis test followed by Dunn’s *post hoc* test was performed. The level of significance was set at α < 0.05. All the statistical analyses and graphical representations were performed using GraphPad Prism 8 (GraphPad, San Diego, CA, United States).

## Results

Firstly, we evaluated the effect of STEE on age-associated decline in spatial learning and memory in SAMP8 mice using the MWM test. Secondly, we determined the effects of STEE on hippocampal neurogenesis and cortical monoamine levels in SAMP8 mice brains by immunohistochemical and biochemical analysis, respectively. Next, we performed a comprehensive transcriptome analysis of the cortex by microarray to reveal beneficial biological events regulated by STEE, which were further validated in a variety of experiments in human fetal brainderived neurospheres and in human SH-SY5Y cells.

### HPLC Revealed Major Polyphenolic Constituents in the Sugarcane Top

In the chromatogram generated by HPLC, we observed four major peaks (Figure 1A). Peaks were identified as derived from 3-CQA, 5-CQA, 3-FQA, and ISO, respectively (Figure 1B). The concentrations of 3-CQA, 5-CQA, 3-FQA and ISO in the extract were determined as approximately 3.52 ± 0.15, 4.91 ± 0.06, 6.24 ± 0.51, and 4.27 ± 0.01 mg, respectively (per g of the extract).

**FIGURE 1:**
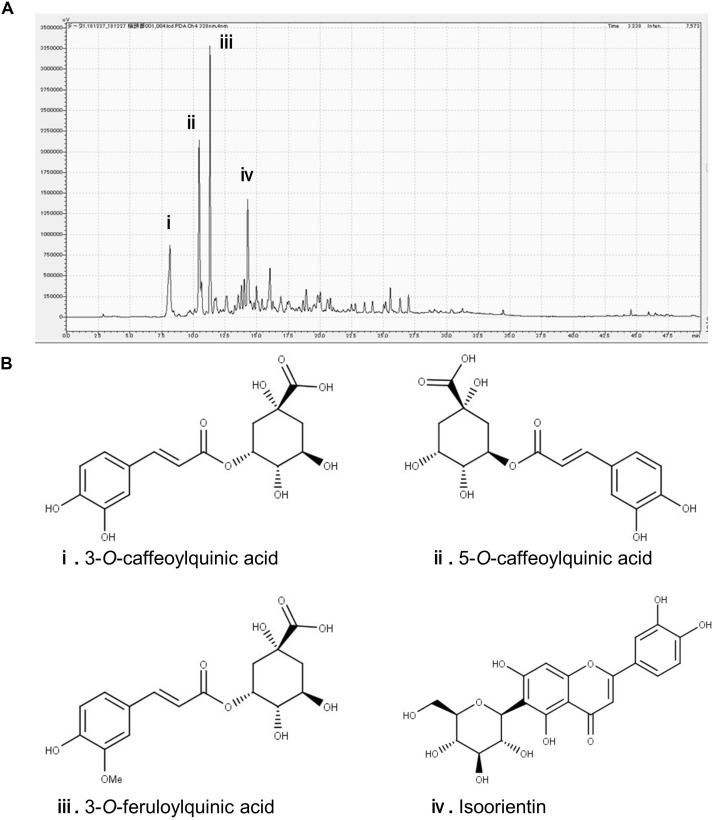
Identification of the major polyphenolic constituents of sugarcane top extract through HPLC. The gradient profile was 0–100%, 40 min and the detection wavelength was at 328 nm. **(A)** Representative HPLC chromatogram of the extract. **(B)** Major peaks were identified as 3-*O*-caffeoylquinic acid **(i)**, 5-*O*-caffeoylquinic acid **(ii)**, 3-*O*-feruloylquinic acid **(iii)**, and isoorientin **(iv)**. The concentrations of the phenolic compounds in the extract were measured at the peaks as **(i)** 3.52 ± 0.15, **(ii)** 4.91 ± 0.06, **(iii)** 6.24 ± 0.51, and **(iv)** 4.27 ± 0.01 mg/g.

### STEE Ameliorated Spatial Learning and Memory Deficit in SAMP8 Mice

SAMP8 mice were administered STEE extract (20 mg/kg, p.o.) or water for 30 days, then the mice were tested in the MWM to evaluate their memory (experimental timeline is shown in Figure 2A). In the MWM test, the animals were trained to find the hidden platform for 7 days, with 4 trials per day. The time the mice spent to find the platform was analyzed and termed as escape latency. In the training sessions, the escape latency of the STEE-fed mice was significantly reduced in comparison with the SAMP8 controls from the 5th to the 7th day of the test (Figure 2B). Also, escape latency in the STEE-fed mice significantly decreased on days 5, 6, and 7 of the trial compared to day 1 (before the trial). There was no significant difference in escape latency before and after the trial sessions in the SAMP8 controls (Figure 2C). However, the SAMR1+water and SAMP8+STEE groups both showed significantly reduced escape latency between day 1 and day 7.

**FIGURE 2:**
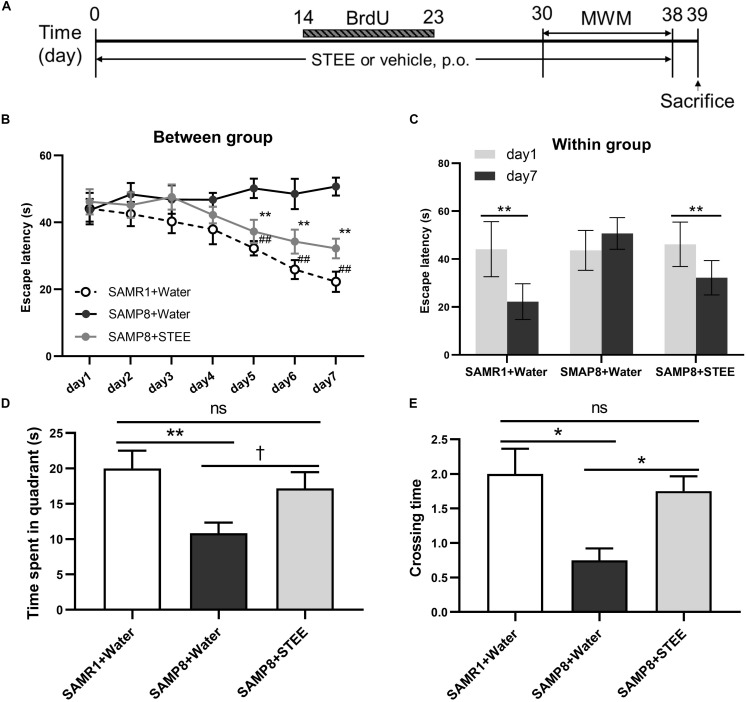
Effects of STEE on spatial learning and memory determined with the Morris Water Maze. **(A)** Experimental timeline. **(B)** Escape latency of each treatment group at different time points. Asterisk refers to significant difference between water and STEE-fed SAMP8 mice (SAMP8 + Water vs. SAMP8 + STEE; **p < 0.01). Hash sign refers to significant difference between SAMP8 and SAMR1 control mice given water (SAMP8 + Water vs. SAMR1 + Water; ^##^*p* < 0.01). The differences among treatment groups were assessed using two-way repeated-measures ANOVA followed by Fisher’s LSD test. **(C)** Escape latency of each treatment group before and after 7-day training sessions in MWM tests: **p < 0.01. **(D)** Effects of STEE on time spent in target quadrant in the probe test. Differences between the groups were analyzed using one-way ANOVA with Fisher’s LSD test: **p < 0.01, †*p* = 0.054; ns, non-significant. **(E)** Effects of STEE on numbers of crossing over the platform in the probe test. Pair-wise comparisons among the groups were performed using Kruskal-Wallis test followed by Dunn’s *post hoc* test: *p < 0.05; ns, non-significant. Values are presented as mean ± *SEM* (*n* = 6 animals per group).

The time spent in the target quadrant tended to increase in the STEE-fed mice (*p* = 0.054) compared to the SAMP8 controls (Figure 2D). In the probe test (on the 8th day), there was a significant difference in the crossing time across the virtual platform between the STEE-fed mice and the SAMP8 controls (Figure 2E). No difference was observed in the behavioral tests between SAMP8+STEE and SAMR1 control.

Taken together, these data demonstrate the effect of STEE on the recovery of cognitive functions in SAMP8 mice.

### STEE Tended to Induce Adult Hippocampal Neurogenesis (AHN) of SAMP8 Mice

We examined the subgranular zone (SGZ) because the MWM is a hippocampal-dependent task, while spatial memory is strongly associated with SGZ neurogenesis (Anacker and Hen, 2017). All animals were given BrdU in their drinking water to label dividing cells during treatment and BrdU labeling in the SGZ was quantified. Immunolabeling for BrdU revealed no significant changes between groups [*F*(2, 6) = 1.798, *p* = 0.244] (Figures 3A,B), indicating no statistically significant difference in neural proliferation in the SGZ between SAMR1 mice and SAMP8 controls given water, as well as between SAMP8 controls given water and SAMP8 mice given STEE. We then investigated whether neurogenesis might be affected. We, therefore, quantified the proportion of newborn neurons (BrdU^+^DCX^+^) (Figure 3C) or progenitors and cycling astrocytic stem cells (BrdU^+^GFAP^+^) (Figure 3D). As a result, no significant difference was found between groups, although STEE showed a non-significant trend of elevated BrdU^+^DCX^+^ newborn neurons (approximately 1.6-fold increase).

**FIGURE 3:**
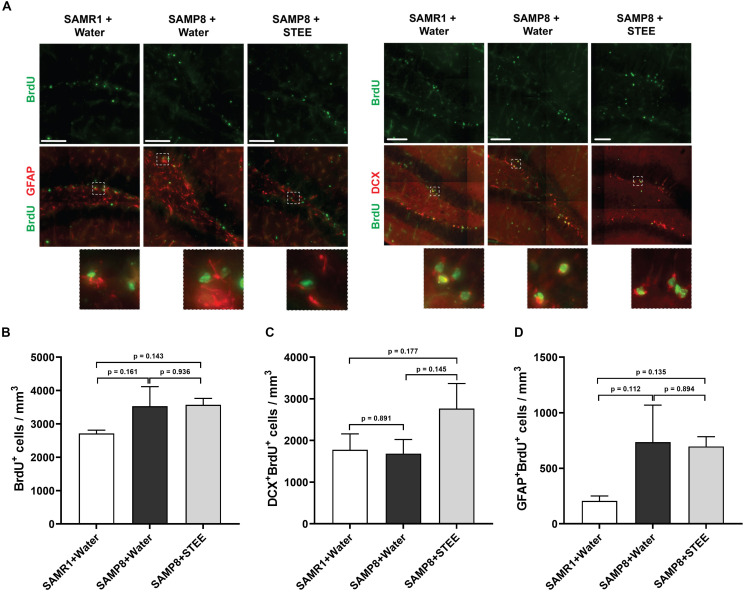
Levels of proliferation and differentiation markers in the hippocampal SGZ. **(A)** Representative images of immunolabeling for BrdU, DCX, and GFAP in SAMR1 mice given water, SAMP8 mice given water and SAMP8 mice given STEE. Scale bar: 100 μm. **(B)** Total number of BrdU positive proliferating cells in the SGZ of animals. **(C)** Number of DCX/BrdU double-positive newborn immature neurons. **(D)** Number of GFAP/BrdU double-positive cycling astrocytic stem cells and progenitors. The error bar represents the ± *SEM* (*n* = 3 animals per group). Comparisons were performed through one-way ANOVA with Fisher’s LSD test.

These results indicate that the cognitive decline of SMAP8 was independent of AHN, but that the rescue effect of STEE might be correlated with the increased AHN and further neurodevelopment.

### STEE Restored Levels of Neurotransmitters in SAMP8 Brains

The cerebral cortex, which plays a critical role in cognition and memory, was separated and collected from the extracted brains of mice. Neurotransmitter levels in the cortical tissue homogenates were measured by ELISA. DA, NE, and ACh levels in the cerebral cortices were significantly reduced in SAMP8 controls compared to SAMR1 mice, whereas oral administration of STEE restored neurotransmitter levels in the cortices of SAMP8 mice (Figures 4A,B,D). There was a slight decrease in 5-HT levels (*p* = 0.078) in the cortices of SAMP8 compared to SAMR1 mice. This tendency was partially reversed by STEE administration (*p* = 0.262) (Figure 4C).

**FIGURE 4:**
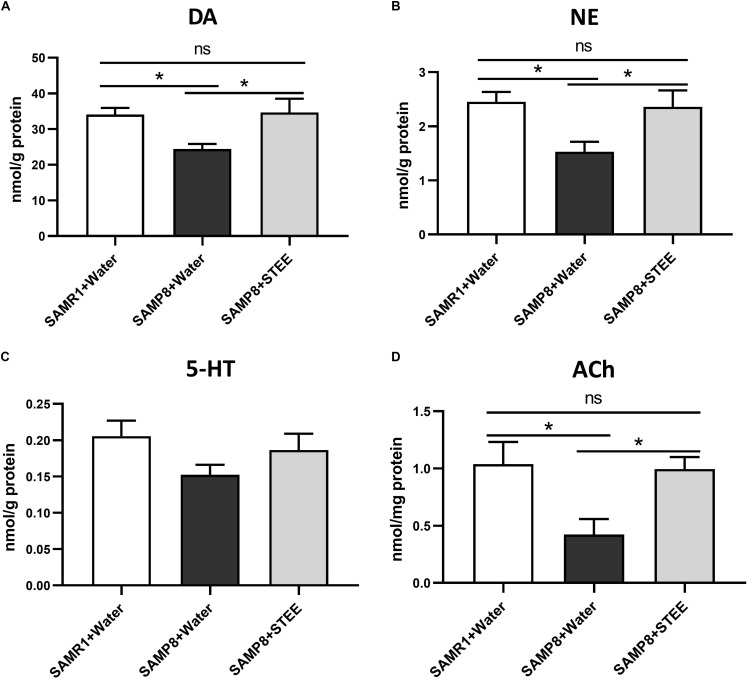
Levels of neurotransmitters in cerebral cortices. DA **(A)**, NE **(B)**, 5-HT **(C)**, and ACh **(D)** levels in brain tissues were measured by ELISA. Values are presented as mean ± *SEM* (n = 5 animals per group). Comparisons were performed using one-way ANOVA with Fisher’s LSD test: *p < 0.05; ns, non-significant.

The above findings indicate that increased neurotransmitter levels in the cerebral cortex might be correlated with the rescue of age-related memory loss in SAMP8 mice.

### STEE Regulated a Wide Range of Biological Processes in the Cerebral Cortex of SAMP8 Mice

Microarray analysis was performed on cerebral cortex of the mice to investigate the mechanism underlying the effects of STEE. 

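Cortical RNA from 6 mice was hybridised to Affymetrix Mouse Genome 430 PM array strips, 1 array per mouse, with 2 mice in each of 3 groups. SAMP8, a senescence-accelerated mouse strain, received either STEE at 20 mg/kg or water for 30 days and then during 8 days of behavioral tests, and SAMR1, the senescence-resistant strain used as the normally aging control, received water. The sample labels give an age of 16 weeks, and the methods name the same age for the mice used. Acclimatization, dosing and tests came before the cortex was taken, so 16 weeks may be the age at the start rather than at death. A probe set is a group of short probes on the array that are read together as 1 value. Several probe sets can stand for the same gene, and 1 probe set can carry several gene symbols. The authors summarised the probe intensities with RMA and deposited, for each of 45077 probe sets, the mean log2 signal of each group to 2 decimals, the signed linear fold change, the ANOVA p-value and an FDR-adjusted p-value for SAMP8 control vs. SAMR1 and for STEE-fed SAMP8 vs. SAMP8 control. Of these probe sets, 5694 carried no gene symbol, and the others carried 21571 different symbol entries. The median of the authors' mean log2 signal over all probe sets was 4.16 in SAMR1, 4.15 in SAMP8 control and 4.15 in STEE-fed SAMP8. From these values the difference between the group means was taken on the log2 scale, and the standard error that the deposited p-value implies for it was recovered with 2 degrees of freedom. The median standard error was 0.0804 for SAMP8 control vs. SAMR1 and 0.0809 for STEE-fed SAMP8 vs. SAMP8 control. The recovered spreads were then moderated across probe sets with limma, and the resulting p-values were adjusted by the Benjamini-Hochberg method. The small number of arrays limits the precision of every value, and no value of a single mouse enters the calculations.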

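The p-values of SAMP8 control vs. SAMR1 and of STEE-fed SAMP8 vs. SAMP8 control were distributed differently over the 45077 probe sets. With no difference between the groups, 5% of the probe sets, or 2254, would lie under 0.05. In the authors' deposited table, 3255 probe sets (7.22%) lay under 0.05 for SAMP8 control vs. SAMR1, and 1860 (4.13%) for STEE-fed SAMP8 vs. SAMP8 control. In 100 simulations of 3 groups that did not differ, with probe sets taken as independent, the number ranged from 2160 to 2419 for the former and from 2139 to 2360 for the latter. The strain comparison therefore gave more small p-values than the simulations and the STEE comparison gave fewer. The authors' FDR-adjusted p-value was under 0.05 for 1 probe set in each comparison. After limma's moderation of the spread, 129 probe sets had an adjusted p-value under 0.05 for SAMP8 control vs. SAMR1, with 4104 under 0.05 before adjustment, and 1 probe set for STEE-fed SAMP8 vs. SAMP8 control, with 1536 under 0.05 before adjustment.

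**Figure D1:**
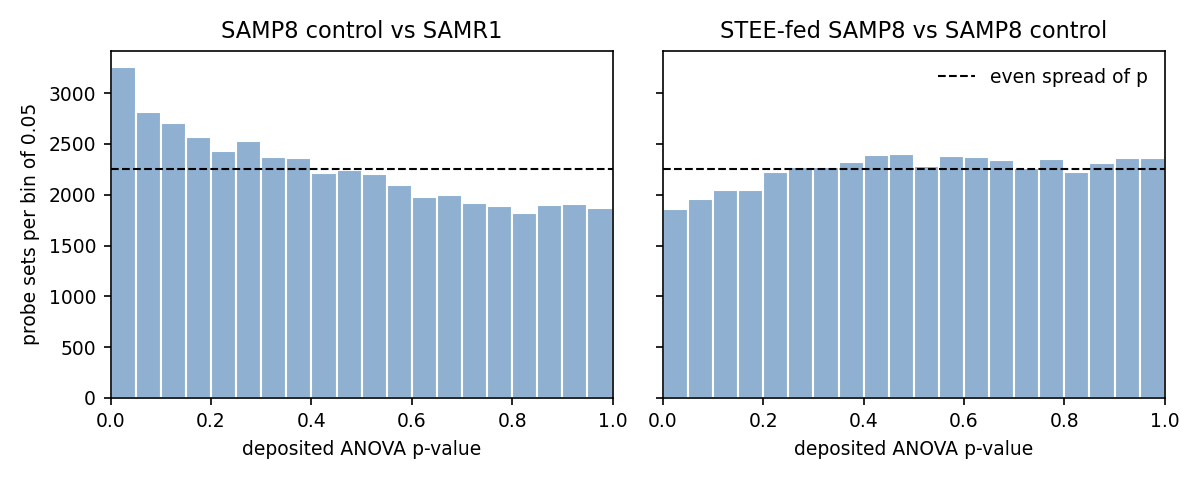
Number of probe sets (vertical axis) in each 0.05-wide bin of the deposited ANOVA p-value (horizontal axis) for SAMP8 control vs. SAMR1 (left) and STEE-fed SAMP8 vs. SAMP8 control (right), with the number that an even spread of p-values gives as a dashed line. The lowest bin holds 3255 probe sets on the left, above the line, and 1860 on the right, below it.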

Volcano plots in Figures 5A,B show the significantly regulated genes (SAMP8 control vs. SAMR1 mice and STEE-fed SAMP8 vs. SAMP8 control, respectively). After data processing, we identified 1594 unique DEGs (921 upregulated, 673 downregulated) in SAMP8 controls compared to SAMR1 mice, and 689 unique DEGs (339 upregulated, 350 downregulated) in STEE-fed SAMP8 compared to SAMP8 controls. 

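Counted as unique gene symbol entries with at least 1 probe set under 0.05 in the authors' deposited table, 2589 genes differed between SAMP8 control and SAMR1 mice. Of these, 1414 were higher and 1221 lower in SAMP8 control, including 46 genes with probe sets in both directions. STEE-fed SAMP8 and SAMP8 control differed in 1526 genes, 754 higher and 792 lower with STEE, including 20 in both directions. In simulated groups without any difference, a mean of 1895 genes (range 1807 to 2031) reached this threshold in the former comparison and 1894 (range 1790 to 1983) in the latter. The adjusted threshold moved these numbers most, to 1 gene in each comparison at a Benjamini-Hochberg adjusted p-value under 0.05. With an absolute fold change of at least 1.1 required as well, the numbers were 1812 and 809 genes.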

Distribution of fold changes of DEGs is shown in Supplementary Figure 1.

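Among the 3255 probe sets under 0.05 for SAMP8 control vs. SAMR1, the median absolute log2 difference was 0.19, the 90th percentile was 0.48, and 92 probe sets changed at least 2-fold. Among the 1860 probe sets under 0.05 for STEE-fed SAMP8 vs. SAMP8 control, the median was 0.14, the 90th percentile was 0.27, and 2 probe sets changed at least 2-fold. A fold change under 1.1 was found for 29.6% of the former and 47.4% of the latter. The median standard error of these probe sets was 0.0274 and 0.0195, against a median absolute log2 difference over all probe sets of 0.07 and 0.06.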

**FIGURE 5:**
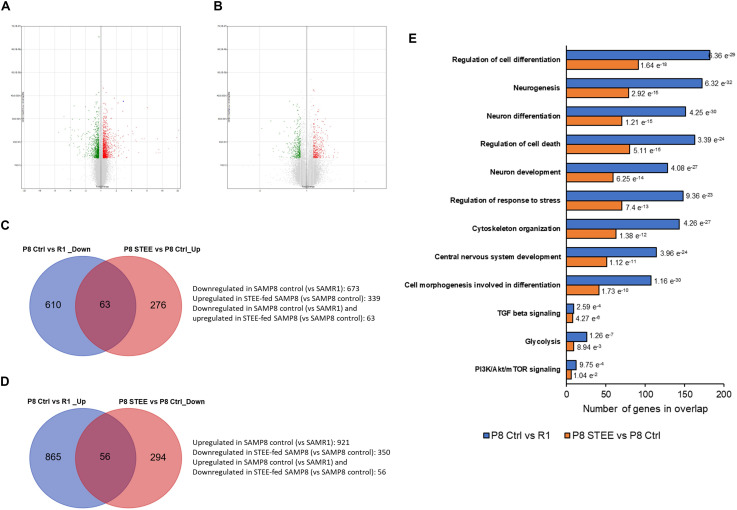
Volcano plot displaying DEGs between **(A)** SAMP8 control and SAMR1, and **(B)** STEE-fed SAMP8 and SAMP8 control. In the volcano plot, the vertical axis (*y*-axis) corresponds to –log10 *p*-Value of the ANOVA *p*-Values, and the horizontal axis (*x*-axis) displays linear fold change. The red dots represent the upregulated genes; the green dots represent the downregulated genes. Venn diagram showing common and unique sets of DEGs between the groups. **(C)** Blue circle denotes downregulated DEGs in SAMP8 control compared to SAMR1, red circle denotes upregulated DEGs in STEE-fed SAMP8 compared to SAMP8 control. **(D)** Blue circle denotes upregulated DEGs in SAMP8 control compared to SAMR1, red circle denotes downregulated DEGs in STEE-fed SAMP8 compared to SAMP8 control. **(E)** Significantly enriched biological processes by the DEGs between the groups (*p* < 0.05; modified Fisher’s exact test). Each bar represents the number of DEGs in overlap. P values for each gene set are shown at the outside end of each bar.

Venn diagrams show common and unique sets of DEGs between the groups (Figures 5C,D). Sixty-three genes were downregulated in SAMP8 control (vs. SAMR1) but were upregulated in STEE-fed SAMP8 (vs. SAMP8 control). 

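By gene symbol, 166 genes were under 0.05 in both comparisons of the authors' deposited table, lower in SAMP8 control than in SAMR1 and higher with STEE. Both comparisons use the same 2 SAMP8 control arrays, so a control value that is low by chance lowers the gene in the first comparison and raises it in the second. Simulated groups without any difference that shared their control arrays gave a mean of 183 such genes (range 153 to 236 over 100 simulations). With a fold change of at least 1.1 in both comparisons, 81 genes remained under these conditions, against a simulated mean of 78.3 (range 62 to 111).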

And, 56 genes were upregulated in SAMP8 control (vs. SAMR1) but downregulated in STEE-fed SAMP8 (vs. SAMP8 control). Among these 119 genes which were regulated in the same direction both in STEE-fed SAMP8 and SAMR1 (compared to SAMP8 control), four genes are associated with transforming growth factor (TGF) beta signaling (systemic name: M5896); nine genes are associated with protein kinase activity (GO:0004672); eight genes are associated with presynapse (GO:0098793); 13 genes are associated with neuron projection (GO:0043005).

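The opposite pattern, higher in SAMP8 control than in SAMR1 and lower with STEE, was found for 139 genes. The simulated groups without any difference gave a mean of 185 (range 151 to 218). At a fold change of at least 1.1 in both comparisons, the count was 70 genes, with a simulated mean of 80.6 (range 61 to 100).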

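In all, 305 genes moved in opposite directions in SAMP8 control vs. SAMR1 and in STEE-fed SAMP8 vs. SAMP8 control, and 125 moved in the same direction, a ratio of 2.44. Unchanged simulated groups with shared control arrays gave a mean ratio of 3.56 (range 2.64 to 4.76). The genes with opposite directions made up 20.0% of all genes under 0.05 with STEE, against a mean of 19.4% (range 17.2% to 21.4%) in these simulations. When a strain difference, lowered by 0.16 on the log2 scale so that the simulated number of probe sets under 0.05 came near the observed one, was added without any effect of STEE, the mean share was 21.7% (range 19.6% to 24.0%). At a fold change of at least 1.1, the observed share of 18.7% lay above the range without any difference, 13.0% to 17.9%, and within the range with the lowered strain difference, 14.7% to 21.0%. The number of genes with opposite directions, 305, lay below the range of 325 to 423 that the shared control arrays gave in unchanged groups. Across probe sets, which are not independent replicates, the log2 differences of both comparisons had a Pearson r of -0.223 and a Spearman rho of -0.295, and the unchanged groups gave a mean r of -0.499 (range -0.516 to -0.477). A strain difference without any effect of STEE weakened r, to a mean of -0.360 when lowered and -0.280 (range -0.298 to -0.263) as deposited. The observed rho lay within the range of the deposited setting, -0.311 to -0.288. That setting called a mean of 4706 genes between the strains, against 2589 observed. The gene sets named in the text were not analysed here.

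**Figure D2:**
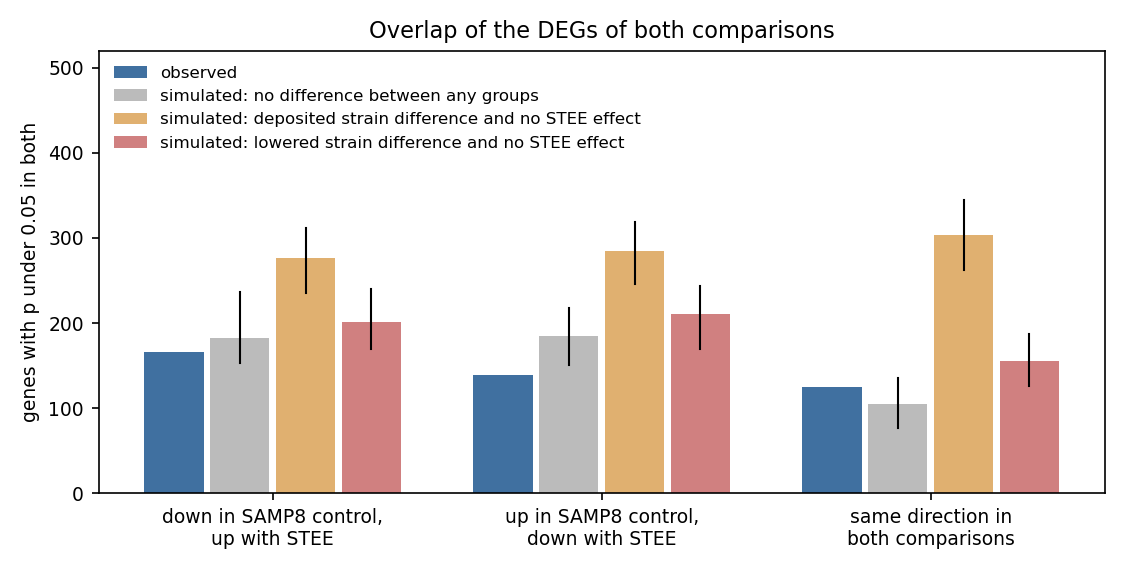
Number of genes with p under 0.05 in both comparisons (vertical axis), by direction (horizontal axis). Blue bars are observed; the other bars are means of 100 simulations, with lines from the lowest to the highest simulation. The observed 166 and 139 genes with opposite directions stand below the means of all 3 simulated settings.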

GSEA revealed significantly enriched gene sets by the DEGs between SAMP8 control and SAMR1 mice, and between STEE-fed SAMP8 and SAMP8 control. Top significantly enriched biological processes include, but not limited to, regulation of cell differentiation (GO:0045595), neurogenesis (GO:0022008), neuron differentiation (GO:0030182), regulation of cell death (GO:0010941), neuron development (GO:0048666), regulation of response to stress (GO:0080134), cytoskeleton organization (GO:0007010), central nervous system development (GO:0007417), and cell morphogenesis involved in differentiation (GO:0000904). Also, Hallmark gene sets TGF beta signaling, glycolysis (systemic name: M5937), and phosphoinositide 3-kinase (PI3K)/protein kinase B (Akt)/mammalian target of rapamycin (mTOR) signaling (systemic name: M5923) were enriched by the DEGs. Hallmark gene sets summarize and represent specific well-defined biological states or processes and display coherent expression (Figure 5E). Biological processes are arranged in the bar chart according to *p*-Value (hypergeometric *p*-Value).

### STEE Regulated Expression of Genes Associated With Neurotrophin Signaling, Glucose Metabolism, and Neural Development in Cerebral Cortex of SAMP8 Mice

Figure 6A shows the top 10 significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways by the DEGs between the groups according to false discovery rate (FDR) *q*-Value. DEGs between SAMP8 control and SAMR1 mice significantly enriched endocytosis, cancer, ubiquitin-mediated proteolysis, and mitogen-activated protein kinase (MAPK) signaling pathways as well as axon guidance and pyruvate metabolism pathways. On the other hand, axon guidance and regulation of cytoskeleton are the top-ranked KEGG pathways enriched by the DEGs between STEE-fed SAMP8 and SAMP8 control. Neurotrophin signaling, phosphatidylinositol signaling system, and cell adhesion molecules (CAMs) are also included among the top 10 enriched pathways between STEE-fed SAMP8 and SAMP8 control.

**FIGURE 6:**
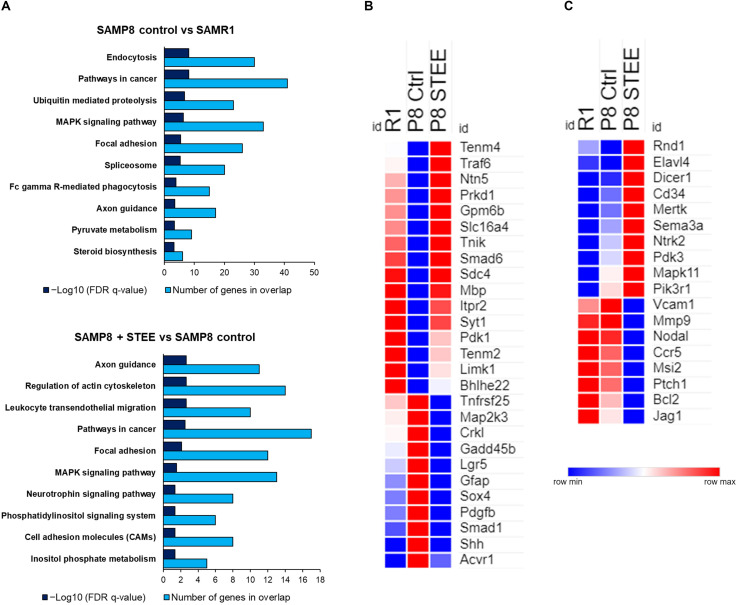
Functional analysis of DEGs between the groups. **(A)** Top 10 significantly enriched KEGG pathways by the DEGs between the groups (*p* < 0.05; modified Fisher’s exact test). Heatmaps showing relative expression intensity of genes. **(B)** Genes regulated in the same direction both in SAMR1 controls and STEE-fed SAMP8 compared to SAMP8 controls. **(C)** Genes regulated specifically in SAMP8 fed with STEE. Represented genes in heatmaps are mainly involved in neurotrophin signaling, glucose metabolism, and neurodevelopment.

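Figures 6B and 6C cover 27 and 18 genes. In the authors' deposited table, the 27 genes of Figure 6B all had a p-value under 0.05 for STEE-fed SAMP8 vs. SAMP8 control, and all moved in the opposite direction in SAMP8 control vs. SAMR1. For SAMP8 control vs. SAMR1, 7 of them were under 0.05, 9 lay from 0.05 to 0.1 and 11 above 0.1. The 18 genes of Figure 6C were also all under 0.05 with STEE. Of these, 3 were under 0.05 for SAMP8 control vs. SAMR1, *Mertk*, *Ntrk2* and *Pik3r1*, each higher in SAMP8 control than in SAMR1 and higher again with STEE. Whether the effect of STEE on a gene differed from the strain difference was not tested.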

The heatmaps show the relative intensity of the genes which were regulated in the same direction (Figure 6B) both in STEE-fed SAMP8 and SAMR1 compared to SAMP8 control, or which were regulated specifically in STEE-treated SAMP8 (Figure 6C). The relative intensity is shown as average of duplicates for each. 

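The deposited group means are such averages over 2 mice, and the spread between the mice enters only through the p-value. For the 45 genes of Figures 6B and 6C, the median absolute log2 difference between STEE-fed SAMP8 and SAMP8 control was 0.23, from 0.13 to 0.76, with a median standard error of 0.038.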

Presented genes are mainly involved in neurotrophin signaling, glucose metabolism, and neural development. Heatmap in Figure 6B shows the average expression intensities of Teneurin transmembrane protein 4 (*Tenm4*), TNF receptor-associated factor (Traf) 6 (*Traf6*), Netrin 5 (*Ntn5*), Protein kinase D1 (*Prkd1*), Glycoprotein m6b (*Gpm6b*), Solute carrier family 16 (monocarboxylic acid transporters), member 4 (*Slc16a4*), TRAF2 and NCK interacting kinase (*Tnik*), SMAD family member 6 (*Smad6*), Syndecan 4 (*Sdc4*), Myelin basic protein (*Mbp*), Inositol 1,4,5-trisphosphate receptor type 2 (*Itpr2*), Synaptotagmin I (*Syt1*), Pyruvate dehydrogenase kinase, isoenzyme 1 (*Pdk1*), Teneurin transmembrane protein 2 (*Tenm2*), LIM-domain containing, protein kinase (*Limk1*), Basic helix-loop-helix family, member e22 (*Bhlhe22*), Tumor necrosis factor receptor superfamily, member 25 (*Tnfrsf25*), Mitogen-activated protein kinase kinase 3 (*Map2k3*), V-crk sarcoma virus CT10 oncogene homolog (avian)-like (*Crkl*), Growth arrest and DNA-damage-inducible 45 beta (*Gadd45b*), Leucine rich repeat containing G protein coupled receptor 5 (*Lgr5*), Glial fibrillary acidic protein (*Gfap*), SRY-box containing gene 4 (*Sox4*), Platelet derived growth factor, B polypeptide (*Pdgfb*), SMAD family member 1 (*Smad1*), Sonic hedgehog (*Shh*), and Activin A receptor, type 1 (*Acvr1*). 

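Of the 27 genes, 16 were higher and 11 lower in STEE-fed SAMP8 than in SAMP8 control. The largest rise was that of *Tnik*, whose mean log2 signal as given by the authors was 7.97 in SAMR1, 7.49 in SAMP8 control and 8.06 in STEE-fed SAMP8, a log2 difference of 0.57 with STEE (standard error 0.12). It was 1 of 4 *Tnik* probe sets; the others differed by -0.17, -0.04 and 0.16, and the mean of the 4 was 0.13. *Gadd45b* fell the most, from an authors' mean of 5.84 in SAMP8 control to 5.08 with STEE, and stood at 5.48 in SAMR1, a log2 difference of -0.76 (standard error 0.027, adjusted p = 0.34 from limma's moderated test). That was the smallest adjusted p-value among the 27 genes with STEE. No gene of Figure 6B had an adjusted p-value under 0.05 in limma's test in either comparison, and 19 were under 0.05 before adjustment for STEE-fed SAMP8 vs. SAMP8 control. Of the 27 probe sets, 7 had a signal at or below the median of all probe sets in both SAMP8 groups. *Gfap* was 6.11, 6.32 and 6.10 in the authors' means of SAMR1, SAMP8 control and STEE-fed SAMP8, and its difference between SAMP8 control and SAMR1, 0.21, was smaller than its standard error of 0.40.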

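Among 18 genes, 10 were higher and 8 lower in STEE-fed SAMP8 than in SAMP8 control, with a median absolute log2 difference of 0.22. *Rnd1* rose the most, from an authors' mean log2 signal of 4.57 in SAMP8 control to 4.95 with STEE, a difference of 0.38 (standard error 0.072), with 4.70 in SAMR1. In limma's moderated test no gene of Figure 6C had an adjusted p-value under 0.05 in either comparison, and 11 of the 18 were under 0.05 before adjustment with STEE. Signs in SAMP8 control vs. SAMR1 were opposite to those with STEE for 4 of the 18 genes.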

Heatmap in Figure 6C shows the average expression intensities of Rho family GTPase 1 (*Rnd1*), ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Hu antigen D) (*Elavl4*), Dicer 1, ribonuclease type III (*Dicer1*), CD34 antigen (*Cd34*), C-mer proto-oncogene tyrosine kinase (*Mertk*), Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A (*Sema3a*), Neurotrophic tyrosine kinase, receptor, type 2 (*Ntrk2*), Pyruvate dehydrogenase kinase, isoenzyme 3 (*Pdk3*), Mitogen-activated protein kinase 11 (*Mapk11*), Phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha) (*Pik3r1*), Vascular cell adhesion molecule 1 (*Vcam1*), Matrix metallopeptidase 9 (*Mmp9*), Nodal (*Nodal*), Chemokine (C-C motif) receptor 5 (*Ccr5*), Musashi RNA-binding protein 2 (Msi2), Patched homolog 1 (*Ptch1*), B cell leukemia/lymphoma 2 (*Bcl2*), and Jagged 1 (*Jag1*). 

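Supplementary Tables 1 and 2 give a fold change in each comparison for the 45 genes of Figures 6B and 6C. For 41 genes exactly 1 probe set of the authors' deposited table had both fold changes, within 0.006. For *Bhlhe22*, *Gfap*, *Ptch1* and *Bcl2* no probe set had both, and the probe set with the smallest p-value with STEE was taken. The marks of significance in the tables matched the deposited p-values for all 45 genes. The 45 genes were represented by 142 probe sets, of which 51 were under 0.05 with STEE. Of the 37 genes with several probe sets, 32 had exactly 1 under 0.05. When each gene was read from the probe set with the highest mean signal, 37 of the 45 genes moved with STEE as in the tables, 25 of them with a deposited p-value under 0.05, 7 moved in the other direction and 1 did not change to 2 decimals. For 24 of the 45 genes that probe set was the one already taken. Their agreement was fixed in advance, and all 24 count among the 37 and the 25. The 7 reversals and the unchanged gene all came from the other genes. The mean over all probe sets of a gene kept the direction of the tables for 43 genes. It includes the probe set already taken, so it is not an independent check.

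**Figure D3:**
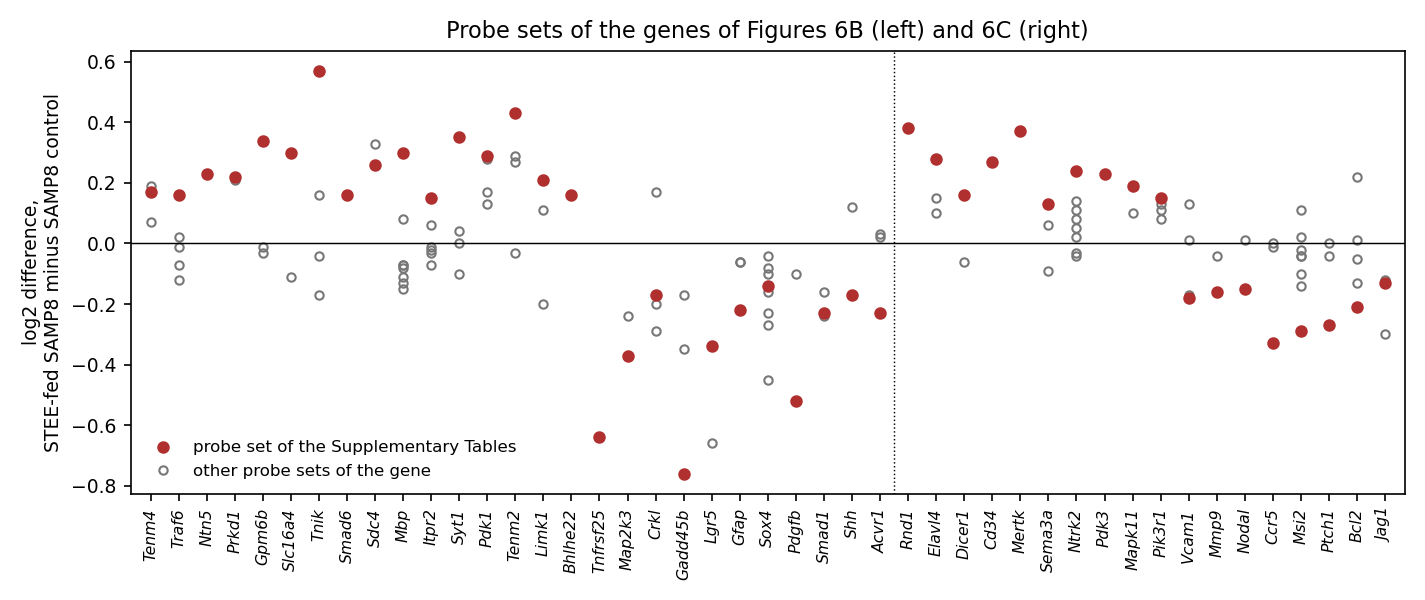
Log2 difference between STEE-fed SAMP8 and SAMP8 control (vertical axis) for every probe set of each gene (horizontal axis), with Figure 6B genes left and Figure 6C genes right of the dotted line. Filled points are the probe sets matched to the Supplementary Tables, or for 4 genes the one with the smallest p-value; open points are the other probe sets of the gene. *Mbp* has 1 filled point at 0.30 and 6 open points below 0.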

Characteristics of each gene presented in the heatmaps are shown in the Supplementary Tables 1, 2. A schematic diagram has been presented showing the possible mechanism of action and future research scope of STEE (Supplementary Figure 2).

### STEE Enhanced Cellular Energy Metabolism Through Upregulation of Glycolytic Reaction in SH-SY5Y Cells

The MTT assay was conducted in SH-SY5Y cells treated with different doses of STEE to evaluate its effect on metabolic activity and cellular viability. STEE treatment increased SH-SY5Y cell MTT activity (129% at the maximum) at a dose of 10 μg/mL and above. On the other hand, no significant difference was observed after STEE treatment in the numbers of total viable cells between groups at all time points (12, 24, 48, and 72 h). These data indicate that STEE does not affect neuronal cell viability or proliferation but may affect cell metabolic activity. The data is shown in Supplementary Figure 3.

To further verify whether enhanced cellular energy metabolism contributed to the above results, intracellular ATP levels were evaluated. ATP is one of the important indicators of cellular energy production. As shown in Figure 7A, 50 μg/mL of STEE increased intracellular ATP levels (121% at the maximum) at all time points (12, 24, and 48 h). These data support that STEE enhanced energy metabolism in neuronal cells.

**FIGURE 7:**
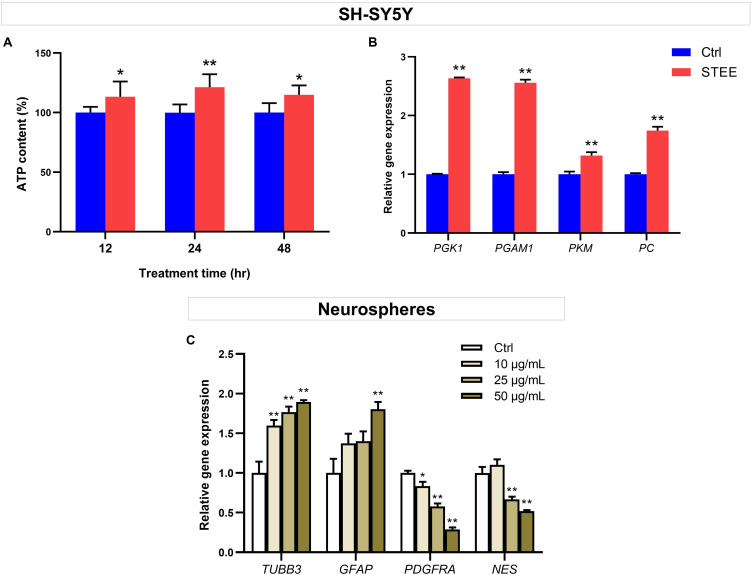
Effect of STEE on neuronal energy metabolism and neurodevelopmental regulation. **(A)** Intracellular ATP content in SH-SY5Y cells at different time points (12, 24, and 48 h after treatment) were measured as emission intensity. The cells were treated with 50 μg/mL of STEE (or non-treatment). Results are expressed as relative to control percentages and presented as mean ± *SD*. Comparisons between two groups were performed by Student’s *t*-test: *p < 0.05 and **p < 0.01. **(B)** qRT-PCR analyses of *PGK1*, *PGAM1*, *PKM*, and *PC* transcript levels in STEE (50 μg/mL) treated neuronal cells. Results are shown as relative to control values. Values are expressed as mean ± *SEM* (triplicates from three independent experiments). Comparisons were performed using Student’s *t*-test: **p < 0.01. **(C)** Effects of STEE on the expressions of neurodevelopmental genes in neurospheres. *TUBB3* (neuronal marker), *GFAP* (astrocytic marker), *PDGFRA* (oligodendrocytic marker), and *NES* (stem cell marker) transcript levels were determined with qRT-PCR. Results are expressed as relative to control values. Values are presented as mean ± *SEM* (triplicates from three independent experiments). Comparisons were performed using one-way ANOVA followed by Dunnett’s *post hoc* test: *p < 0.05 and **p < 0.01.

To corroborate the interaction between promoted ATP levels and energy metabolism, the expressions of several genes involved in glycolytic reactions were evaluated by qRT-PCR. STEE-treated cultures (24 h) exhibited significant increases in Phosphoglycerate kinase 1 (*PGK1*), Phosphoglycerate mutase 1 (*PGAM1*), Pyruvate kinase (*PKM*), and Pyruvate carboxylase (*PC*) transcript levels (Fold change 2.63, 2.55, 1.31, and 1.74, respectively, Figure 7B).

Given the relationship between intracellular ATP production and the glycolytic pathway, these results indicate that STEE stimulated glycolysis and anaplerosis, followed by an increase in cellular energy metabolism.

### STEE Regulated the Expression of Neural Development-Related Genes in Neurospheres

Given the *in vivo* effects of STEE on SGZ, we hypothesized that STEE might enhance neural differentiation. The transcript levels of several neurodevelopmental factors were evaluated in neurospheres to investigate whether STEE affects neural stem cell development. Tubulin beta 3 (*TUBB3*), Glial fibrillary acidic protein (*GFAP*), Platelet-derived growth factor receptor alpha (*PDGFRA*), and Nestin (*NES*) were selected as neuronal, astrocytic, oligodendrocytic, and stem cell markers, respectively. As shown in Figure 7C, 24 h STEE treatment increased the expression of *TUBB3* and *GFAP* in a dose-dependent manner (Fold change 1.89 and 1.80 at the maximum, respectively), whereas the expressions of *PGDFRA* and *NES* were decreased (Fold change −1.71 and −1.47 at the maximum, respectively). These findings suggest that STEE may induce the cells to lose their stem cell features, transform into the transitional type, and differentiate into neurons or astrocytes.

### STEE Affected Proliferation and the Early Phase of Differentiation in hNSCs

Human fetal brain derived-neurospheres were exposed to BrdU to assess the effect of STEE on hNSCs proliferation. Cells that went through the S phase of the cell cycle incorporated BrdU, which was detected with immunocytochemistry and co-stained with neural progenitor markers. While several neural progenitor markers have been established, Hu proteins (HuB, HuC, and HuD) are reportedly expressed at very early stages of neuronal development, and continue to be expressed in immature neurons (Akamatsu et al., 1999, 2005). Here, as well as BrdU, HuC/D protein expression was evaluated in the cultures at an early differentiation stage (12 h after plating) to assess the pro-neurogenic effects of STEE (Figure 8A). As shown in Figure 8B, STEE treatment significantly increased the percentage of BrdU^+^ cells (120% at 25 μg/mL STEE-treated group and 122% at 50 μg/mL STEE-treated group) compared to controls. Cultures in the presence of STEE exhibited no changes in the percentages of HuC/D^+^ cells; however, a significant increase was observed in the proportion of HuC/D^+^BrdU^+^ cells (275% at 25 μg/mL STEE-treated group and 276% at 50 μg/mL STEE-treated group) in the cultures treated with STEE compared to untreated control (Figures 8C,D). These results indicate that STEE induces the proliferation of hNSC and activates newly divided cells to differentiate into neuronal cells *in vitro* cultures.

**FIGURE 8:**
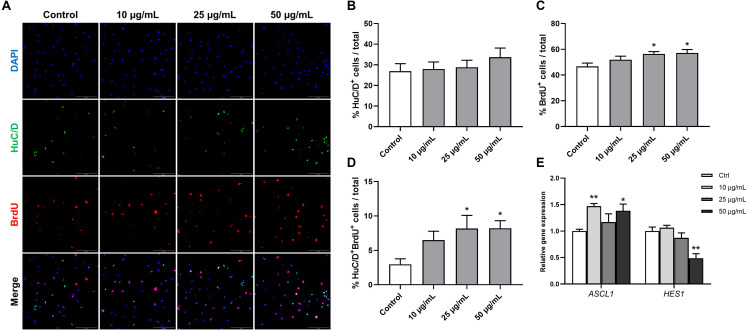
Effects of STEE on proliferation and early differentiation of hNSC. Neurospheres were cultured in proliferation medium with BrdU for 24 h, and BrdU-labeled dissociated cells were visualized by confocal microscopy. **(A)** Fluorescence images of immunocytochemistry for the neuronal progenitor marker HuC/D and the proliferation marker BrdU in control or STEE-treated cells. Scale bar = 100 μm. **(B–D)** Quantification of HuC/D, BrdU, or HuC/D/BrdU double-positive cells over total cells visualized with DAPI. *n* = 8–10 sections per culture. **(E)** Transcript levels of *ASCL1* and *HES1* in the cultures at the early differentiation stage. Transcript levels were determined in triplicates from three independent experiments. **(B–E)** Results are expressed as relative percentages or relative to control values. Values are presented as mean ± *SEM*. Comparisons were performed using one-way ANOVA followed by Dunnett’s *post hoc* test: *p < 0.05 and **p < 0.01.

On the basis of these results showing the pro-neurogenic effect of STEE, qRT-PCR analysis was carried out to corroborate the involvement of transcription factors. RNA was extracted from cells cultured under the same conditions as above, and the expression of Achaete-scute homolog 1 (*ASCL1*) and Hairy and enhancer of split 1 (*HES1*) were evaluated. Ascl1 and Hes1 are basic-helix-loop-helix (bHLH) transcription factors. Gene expression dynamics of these factors regulate the quiescence versus activation of neural stem cells in the early developmental phase (Sueda et al., 2019). As expected, *ASCL1* expression showed a significant increase (1.47-fold with 10 μg/mL and 1.38-fold with 50 μg/mL) and *HES1* expression showed a significant decrease (−1.51-fold with 50 μg/mL) in the STEE-treated cultures compared to control (Figure 8E). These findings reflect the stimulation of Ascl1 and Hes1 expression dynamics toward an activation of stem cells.

These results suggest that STEE promoted hNSC proliferation and differentiation at early culture stages due to the dynamic regulation of transcription factors.

### STEE Induced Neural Differentiation and Expansion in hNSCs

To further investigate the possible effect of STEE on hNSC differentiation, changes in the proportion of cell populations were analyzed in 7-day cultures (Figure 9A). As shown in Figure 9C, STEE exposure increased the percentage of Tuj1^+^ neuronal cells (139% at the maximum). No significant change was observed in the proportion of GFAP^+^ astrocytic cells (Figure 9B); however, their processes were observed to be expanded in STEE-treated cultures (Figures 9A,D). Interestingly, the tracing analysis using ImageJ showed an extended total length of astrocytic processes (approximately 1.6-fold increase at the maximum) (Figure 9E), indicating STEE did not induce differentiation into astrocytes but affected to morphological expansion.

**FIGURE 9:**
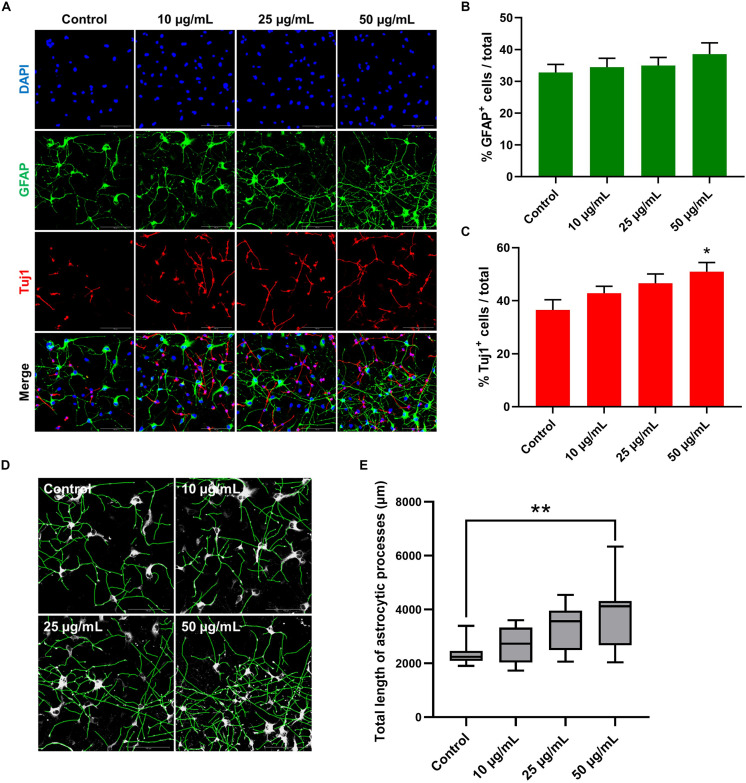
Effects of STEE on hNSC differentiation. hNSCs were cultured as a monolayer for 7 days in differentiation medium only (control cells) or in differentiation medium with different concentrations of STEE (treatment cells). Immunostained cells were visualized by confocal microscopy. **(A)** Fluorescence images of immunocytochemistry for astrocytic marker GFAP and neuronal marker Tuj1 in the control and STEE-treated cells. Scale bar = 100 μm. **(B,C)** Quantification of GFAP or Tuj1 positive cells over total cells visualized with DAPI. Results are expressed as relative percentages. Comparisons were performed using one-way ANOVA followed by Dunnett’s *post hoc* test: *p < 0.05. Error bars represent the ± *SEM* (*n* = 8–10 sections per culture). **(D)** Effects of STEE on the length of astrocytic processes. Representative images of outlined GFAP positive processes, and **(E)** quantification of total length of the processes. Results are shown as box plots. Each box ranges from 25th to 75th percentile, the line in the middle represents the median value, the error bar represents the ± *SEM* (*n* = 8–10 sections per culture). Asterisks refer to statistical significance by Kruskal–Wallis test followed by Dunn’s *post hoc* test: **p < 0.01.

Altogether, these findings suggest that STEE could contribute to neuronal differentiation and astrocyte morphogenesis in *in vitro* cultures.

## Discussion

The present study revealed the polyphenolic constituents of STEE, and demonstrated that they could enhance neuronal energy metabolism and induce neural stem cell development. Moreover, STEE reversed spatial memory deficits in SAMP8 mice.

Several animal models that mimic the symptoms of age-related neurodegenerative diseases, such as AD, have been established. SAMP8 mice precociously and progressively develop a multisystemic aging phenotype, including learning and memory deficits, as well as pathological features similar to those of AD (Butterfield and Poon, 2005; Pallas et al., 2008; Takeda, 2009; Morley et al., 2012). Therefore, SAMP8 mice are considered advantageous compared to transgenic strains for sporadic AD research (Pallas et al., 2008; Ito, 2013). In the present study, we found that treatment of SAMP8 mice with STEE for 30 days significantly improved performance in the MWM behavioral test, indicating that STEE may rescue cognitive decline in SAMP8 mice, possibly via the amelioration of biochemical pathologies as supported by our *in vitro* results.

The process of neurogenesis occurs mainly in two neurogenic niches: the dentate gyrus (DG) of the hippocampus and the subventricular zone (SVZ) of the lateral ventricles (Spalding et al., 2013; Aimone et al., 2014). These niches have neural stem/progenitor cell pools within which cells divide and generate neurons (and glia), and decades of studies have established that new neurons are continually produced in these two locations in the mammalian brain throughout adulthood. Although a recent study suggested persistent adult hippocampal neurogenesis in human (Boldrini et al., 2018), not all studies have found evidence for human hippocampal neurogenesis in adults (Sorrells et al., 2018), likely caused by differences in immunohistochemical parameters such as post-mortem handling of tissue (Flor-García et al., 2020). Neurogenic capacity declines with age, exacerbated in neurodegenerative diseases such as AD (Lazarov and Marr, 2010; Lee et al., 2012; Winner and Winkler, 2015; Trinchero et al., 2017; Moreno-Jiménez et al., 2019). Approaches to improve neurogenic defects have been studied as a therapeutic target, and the effect of dietary polyphenols on promoting neurogenesis has been suggested as a potential therapeutic candidate (Phillips, 2017). In this study, given the association between AHN and spatial memory, we performed BrdU labeling to examine AHN. The total number of BrdU^+^ cells was unchanged among all three groups: SAMR1 and SAMP8 controls, as well as STEE-fed SAMP8 mice. We, therefore, examined changes in newborn neurons (BrdU^+^DCX^+)^ or astrocytic precursor cells (BrdU^+^GFAP^+^) in the SGZ of SAMP8 mice. Our findings suggest that even the subtle increase of the newborn neuron population by about 60% may potentially be biologically relevant as STEE treatment could restore behavioral loss of SAMP8 mice in the MWM task. Plausibly, this increase in new immature neurons might be more pronounced if, for instance, STEE was given over a longer period or at higher doses. Further studies should address optimal dosing for memory and neurogenic enhancement.

The potential of STEE to induce neurogenesis is more strongly supported by our *in vitro* studies with hNSC. Indeed, the myriad effects of STEE *in vitro*, as well as *in vivo*, suggest a number of candidate cellular mechanisms by which it could rescue age-related cognitive decline. Neural stem cell fate and development are regulated by several factors, among which bHLH transcription factors play an important role in proliferation and differentiation. Ascl1 (also known as Mash1) is one of the bHLH factors, and is expressed in transit-amplifying cells, which proliferate and soon generate neuroblasts (Kim et al., 2011; Andersen et al., 2014; Sueda et al., 2019). On the other hand, repressor-type bHLH factors, such as Hes1, lead to suppression of Ascl1 and contribute to maintaining the quiescence of the cells. In this context, downregulated *HES1* expression in the cultures with STEE at the early differentiation stage corresponds to increased *ASCL1* expression and subsequent decrease of stem cell quiescence in hNSC. This can also be correlated with the downregulation of nestin expression in neurospheres cultured with STEE. These findings provoke interest in potential modulation of signaling pathways such as Notch by bHLH (Mizutani et al., 2007; Imayoshi et al., 2010; Andersen et al., 2014). Downregulation of *Jag1*, one of the cell surface ligands of Notch receptors, in STEE-fed mouse brain also raises interest. Moreover, the increased percentage of Tuj1^+^ neuronal cells in the hNSC adherent culture corresponds well with the results of qRT-PCR analysis in neurospheres and immunocytochemical analysis at early culture stages. 

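At the probe set of Supplementary Table 2, *Jag1* had an authors' mean log2 signal of 3.31 in SAMP8 control and 3.18 in STEE-fed SAMP8, a difference of -0.13 (standard error 0.026, adjusted p = 1 from limma's moderated test); the p-value in the authors' deposited table was 0.036. In SAMR1 the mean was 3.41. All 3 probe sets of the gene were lower with STEE, by -0.12 to -0.30 on the log2 scale, and 1 of the 3 was under 0.05.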

The significant upregulation of HuD-encoding *Elavl4* and Dicer-encoding *Dicer1* and the significant downregulation of Musashi-2-encoding *Msi2* in the cerebral cortex of STEE-fed mice indicate evoked differentiation of cortical NSCs by STEE (Sakakibara et al., 2001; Akamatsu et al., 2005; Kawase-Koga et al., 2010; Saurat et al., 2013). Moreover, the modulated genes such as *Tenm2*, *Sox4*, and *Shh* in STEE-fed SAMP8 mouse brain suggest the possible effect of the extract as a neurodevelopmental modulator *in vivo* (Kenzelmann et al., 2007; Dave et al., 2011; Kamachi and Kondoh, 2013). 

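*Elavl4* rose from an authors' mean log2 signal of 7.02 in SAMP8 control to 7.30 with STEE, a difference of 0.28 (standard error 0.061), and all 3 probe sets of the gene rose, 2 of them with a p-value under 0.05 in the authors' deposited table. *Dicer1* rose from 3.98 to 4.14, a difference of 0.16 (standard error 0.035) with a p-value of 0.042 in the authors' deposited table. Its other probe set, the one with the higher mean signal, fell from 6.59 to 6.53, which is less than its standard error of 0.094. *Msi2* fell from 7.18 to 6.89, a difference of -0.29 (standard error 0.044). Of the 8 *Msi2* probe sets, 6 fell and 2 rose, and 1 was under 0.05. All 3 genes had an adjusted p = 1 with STEE in limma's moderated test.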

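*Tenm2* rose from an authors' mean log2 signal of 7.31 in SAMP8 control to 7.74 with STEE, a difference of 0.43 (standard error 0.095). Of its 4 probe sets, 3 rose with a p-value under 0.05 in the authors' deposited table, by 0.27 to 0.43. *Sox4* fell from 3.02 to 2.88, a difference of -0.14 (standard error 0.016), and all 8 probe sets of the gene fell, 1 of them under 0.05. *Shh* fell from 2.85 to 2.68, a difference of -0.17 (standard error 0.038), while its other probe set rose from 5.29 to 5.41, by 0.12 (standard error 0.021); the p-values in the authors' deposited table were 0.049 and 0.033. The direction of *Shh* with STEE thus depended on the probe set. None of the 3 genes passed an adjusted p-value of 0.05 in limma's moderated test.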

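In SAMR1, the authors' mean log2 signal was 7.95 for *Tenm2*, 2.92 for *Sox4* and 2.68 for *Shh* at the probe sets of Supplementary Table 1. SAMP8 control differed from SAMR1 by -0.64 (standard error 0.15) for *Tenm2*, 0.10 (standard error 0.031) for *Sox4* and 0.17 (standard error 0.025) for *Shh*. In the authors' deposited table the p-values of SAMP8 control vs. SAMR1 were 0.052, 0.072 and 0.022. At its other probe set, *Shh* differed by -0.04, less than the standard error of 0.21. The adjusted p-values in limma's moderated test were 0.16, 0.76 and 0.59.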

Similar expressions of *Tenm2*, *Sox4*, and *Shh* were also observed in SAMR1 mouse brain.

While our findings from the SAMP8 mouse model are seemingly in conflict with our *in vitro* results, it should be noted that our investigations are specific to the SAMP8 mouse and therefore do not rule out potential effects on other mouse models of dementia or with different doses of STEE. Critically, neurogenic deficits in the SAMP8 mouse model have been largely characterized in aged mice. Gang et al., for example, only saw a significant decrease in BrdU^+^ and DCX^+^ cells in 10-month old SAMP8 mice compared to age-matched SAMR1 controls (Gang et al., 2011). A separate study by Díaz-Moreno et al. reported reduced neurogenesis in 14-month old SAMP8 mice (Diaz-Moreno et al., 2013). Our study showed that STEE could reverse the memory deficits in SAMP8 mice in the MWM task at 4 months of age. Because the MWM task is hippocampal-dependent, we tested for the potential involvement of AHN in the rescue of spatial memory deficits in the STEE-fed mice. Our findings corroborated prior studies that showed neurogenic changes do not occur between SAMR1 mice and SAMP8 controls at this age. Although we cannot discard the relevance between the slightly increased AHN and the improved spatial learning and memory, further studies are warranted to examine potential positive effects of STEE in aged SAMP8 mice with more overt cognitive and neurogenic deficits. We found several effects of STEE *in vitro*; thus, it is plausible that STEE might influence a range of subtle cellular changes that cumulatively reverse the memory decline in SAMP8 mice. Notably, we found that STEE promoting spatial memory recovery is correlated with the restoration of cortical DA, NE, and ACh levels.

Regulation of monoamine levels in the brain is critical for maintaining cognitive function, and an imbalance of monoamine transmitters such as DA, NE, and 5-HT plays a major role in the onset and progression of cognitive disorders (Naoi et al., 2018). As well as catecholaminergic neurons, cholinergic neurons are widely distributed in the CNS. The cholinergic system is involved in critical physiological processes such as attention, learning and memory, and wakefulness (Ferreira-Vieira et al., 2016). Therefore, modulation of neurotransmitter levels has been suggested as a therapeutic target, as evidenced by the use of serotonin reuptake inhibitors (SSRIs) and acetylcholinesterase inhibitors (AChEIs) for the treatment of cognitive impairment (Recanatini and Valenti, 2004). Degeneration of catecholaminergic neurons (including dopaminergic and noradrenergic) seriously worsens in SAMP8 mice from 8 months on (Karasawa et al., 1997), and significant decrease of ACh level has been observed in 3-month old SAMP8 mice hippocampi and cortices (Zhang et al., 2017). 

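*Mbp* is represented by 8 probe sets. In the authors' deposited table, the probe set of Supplementary Table 1 rose with STEE with a p-value of 0.032, from a mean log2 signal of 6.93 in SAMP8 control to 7.23, a difference of 0.30 (standard error 0.055). The other 7 probe sets were not under 0.05. Of these, 1 rose by 0.08 and 6 fell, by between -0.07 and -0.15; the probe set with the highest mean signal went from 12.03 to 11.95 (standard error 0.037), near the top of the range of the arrays, where differences may be compressed. Averaged over the 8 probe sets, *Mbp* differed by -0.03 with STEE. *Syt1* rose from 6.94 to 7.29, a difference of 0.35 (standard error 0.054), with a p-value of 0.024 in the authors' deposited table. Its other 3 probe sets differed by -0.10, 0.00 and 0.04, each within its standard error.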

Enhanced synaptic plasticity in the cerebral cortex of STEE-fed mice could be explained by the significant upregulation of *Mbp*, a major myelin protein and essential for saltatory nerve conduction, and of *Syt1*, an important regulator of synaptic vesicle transport (Fields, 2015; Schupp et al., 2016). *Mbp* and *Syt1* were also upregulated in SAMR1 mice compared to SAMP8 controls. Additionally, the upregulation of phagocytic receptor *Mertk* and somatic Ca^2+^ mediator *Itpr2* may suggest developmental synapse pruning and remodeling by astrocytes in the brain of STEE-fed mice (Chung et al., 2013; Yang et al., 2016). 

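In SAMR1, the authors' mean log2 signal of *Mbp* at the probe set of Supplementary Table 1 was 7.24, so that SAMP8 control differed by -0.31 (standard error 0.080). All 8 *Mbp* probe sets were lower in SAMP8 control than in SAMR1, by -0.15 to -0.66, and 4 of them had a p-value under 0.05 in the authors' deposited table. *Syt1* at its probe set of that table was 7.34 in SAMR1, a difference of -0.40 (standard error 0.043) for SAMP8 control. The other 3 *Syt1* probe sets were higher in SAMP8 control than in SAMR1, by 0.12 to 0.39; for the one with the highest mean signal, the difference of 0.12 had a p-value of 0.045 in the authors' deposited table. The direction of *Syt1* between the strains thus differed between probe sets. The adjusted p-values for the probe sets of Supplementary Table 1 were 0.35 for *Mbp* and 0.19 for *Syt1* in limma's moderated test.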

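*Mertk*, with a single probe set, rose from an authors' mean log2 signal of 6.32 in SAMP8 control to 6.69 with STEE, a difference of 0.37 (standard error 0.016), with a p-value of 0.0018 in the authors' deposited table and an adjusted p = 1 in limma's moderated test. It was 6.18 in SAMR1. *Itpr2* rose from 4.23 to 4.38, a difference of 0.15 (standard error 0.034), with a p-value of 0.048 in the authors' deposited table. Of its 6 probe sets 2 rose and 4 fell with STEE, from -0.07 to 0.15, and 1 was under 0.05.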

Restored cortical neurotransmission in SAMP8 mice by STEE administration might contribute to the behavioral improvement of mice in the MWM task; however, the MWM task has an aspect that depends on hippocampal brain function. In this context, there is room for investigation on changes in hippocampal neurotransmitter levels, which is also important to neurogenesis (Lazarov and Marr, 2010; Winner and Winkler, 2015; Naoi et al., 2018).

In addition to our *in vivo* work, SH-SY5Y cells were used for *in vitro* assays. This cell line is known to have catecholaminergic neuron characteristics including expression of cholinergic (and dopaminergic) neuronal markers (Kume et al., 2008; Kovalevich and Langford, 2013). Our experimental results obtained from SH-SY5Y cultures showed that STEE stimulated neuronal cell metabolic activity through upregulation of glycolysis evidenced by increased transcript levels of *PGK1*, *PGAM1*, *PKM* and *PC* in the cells. Mitochondrial dysfunction is characterized as one of the biological processes accompanying aging and its associated cognitive decline, and is linked to decreased antioxidant defenses due to high energy demands (Grimm and Eckert, 2017). As an approach to enhance mitochondrial activity and reduce cognitive decline, the antioxidant properties of phytochemicals have received significant attention. For example, anthocyanin, which is a naturally occurring potent antioxidant, has been reported to improve spatial memory and restore brain ATP levels *in vivo* (Andres-Lacueva et al., 2005; Gutierres et al., 2012). Recent studies have shown that increasing glycolysis by PGK1 activation slows neurodegeneration in Parkinson’s disease (Cai et al., 2019). PGAM1, in turn, is reported to be protective against neuronal damage from oxidative stress or ischemia (Kim et al., 2020). Another protein we studied, PKM is one of the rate-limiting enzymes in the glycolytic reaction, and finally, PC connects glycolysis and the tricarboxylic acid (TCA) cycle through its catalytic action. The rapid increase of oxidative stress in SAMP8 mice is evidenced as elevated levels of oxidative stress markers such as lipid peroxide in the cerebral cortex of 4−8 weeks old young SAMP8 mice compared to SAMR1 controls (Sato et al., 1996). The present study suggests that STEE can promote glucose metabolism in neuronal cells, which in turn can counter age-related neuronal oxidative damage and reduced neurotransmission. Also, neurons prioritize lactate-uptake over glucose to sustain their oxidative demands; therefore, supply of lactate mediated through astrocytic glycolysis is thought to be critically important for maintaining neuronal activity and memory formation (Suzuki et al., 2011; Alberini et al., 2018). Indeed, the upregulation of pyruvate dehydrogenase kinases (PDKs), *Pdk1* and *Pdk3*, and a monocarboxylate transporter-encoding *Slc16a4 in vivo* may indicate active production and transport of lactate in STEE-fed mice. 

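*Pdk1* rose from an authors' mean log2 signal of 3.05 in SAMP8 control to 3.34 with STEE, a difference of 0.29 (standard error 0.062), and all 4 of its probe sets rose, by 0.13 to 0.29, 1 of them with a p-value under 0.05 in the authors' deposited table. *Pdk3*, with a single probe set, rose from 5.48 to 5.71, a difference of 0.23 (standard error 0.051). *Slc16a4* rose from 5.51 to 5.81, a difference of 0.30 (standard error 0.064), while its other probe set differed by -0.11. In the authors' deposited table the p-values were 0.044 for *Pdk1*, 0.047 for *Pdk3* and 0.041 for *Slc16a4*, and in limma's moderated test the adjusted p = 1 for each.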

(Tadi et al., 2015). *Pdk1* and *Slc16a4* were also upregulated in SAMR1 mice compared to SAMP8 controls. 

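The authors' mean log2 signal in SAMR1 was 3.49 for *Pdk1* and 5.74 for *Slc16a4*. SAMP8 control differed from SAMR1 by -0.44 (standard error 0.032) for *Pdk1* and by -0.23 (standard error 0.063) for *Slc16a4*, with p-values of 0.0053 and 0.069 in the authors' deposited table and adjusted p-values of 0.14 and 0.47 in limma's moderated test. Of the 4 *Pdk1* probe sets, 1 was under 0.05 between the strains; the others differed by -0.17 (standard error 0.14), 0.01 (standard error 0.15) and, at the highest mean signal, -0.13 (standard error 0.047). The other *Slc16a4* probe set differed by 0.02. *Pdk3* went the other way, from 5.28 in SAMR1 to 5.48 in SAMP8 control.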

Although the present study with hNSCs suggests that STEE might contribute to astrocytic process lengthening, the association between cellular energy metabolism and morphogenesis is uncertain. However, the findings would encourage the investigation of the effects of STEE on astrocyte function, including their glucose metabolism.

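*Ntrk2* is represented by 8 probe sets. At the probe set of Supplementary Table 2, the authors' mean log2 signal was 8.24 in SAMR1, 8.42 in SAMP8 control and 8.66 in STEE-fed SAMP8. STEE-fed SAMP8 differed from SAMP8 control by 0.24 (standard error 0.012) and SAMP8 control from SAMR1 by 0.18 (standard error 0.038), with p-values of 0.0025 and 0.040 in the authors' deposited table, so that the signal was also higher in SAMP8 control than in SAMR1. With STEE, 6 of the 8 probe sets rose and 2 fell, from -0.04 to 0.24, and the others were not under 0.05; the one with the highest mean signal rose by 0.14 (standard error 0.061). For SAMP8 control vs. SAMR1, 3 of the 8 were under 0.05, with differences of 0.18, 0.25 and -0.26. The adjusted p was 1 for the change with STEE in limma's moderated test.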

Microarray analysis showed the increased expression of *Ntrk2*, specifically in STEE-fed mice brain when compared to SAMP8 control. *Ntrk2* encodes tropomyosin receptor kinase B (TrkB), which is a receptor for neurotrophins such as brain-derived neurotrophic factor (BDNF). TrkB has several isoforms, among them, TrkB-FL is a full-length receptor, and TrkB-T1 is a truncated subtype. TrkB-FL signaling contributes to BDNF signal transduction as well as to nervous system development, including myelination and cell survival, through several classical pathways such as the PI3K/Akt pathway (Cosgaya et al., 2002; Gupta et al., 2013; Tejeda and Diaz-Guerra, 2017). TrkB-T1 transduces the Rho signaling pathway and regulates cellular morphogenesis or Ca^2+^ influx (Rose et al., 2003; Ohira et al., 2007). 

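For *Pik3r1*, the authors' mean log2 signal was 7.41 in SAMP8 control and 7.56 in STEE-fed SAMP8, a difference of 0.15 (standard error 0.028), and all 4 probe sets rose with STEE, by 0.08 to 0.15. SAMR1 had a mean of 7.20. *Limk1* was 6.15 in SAMP8 control and 6.36 with STEE, a difference of 0.21 (standard error 0.032), with 6.51 in SAMR1. Its 3 probe sets ranged from -0.20 to 0.21 with STEE, and 1 was under 0.05. The p-values in the authors' deposited table were 0.034 for *Pik3r1* and 0.021 for *Limk1*, with an adjusted p = 1 for both in limma's moderated test.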

We also found that STEE treatment upregulated *Pik3r1* and *Limk1* expressions. *Pik3r1* is the predominant regulatory isoform of PI3K and encodes p85α subunit of PI3K. LIMK1 is activated downstream of Rho signaling and plays an essential role in synaptic transmission, plasticity, and memory formation. Therefore, it may be anticipated that the observed neurodevelopmental effects of STEE in this study were mediated by the activation of TrkB and Rho signaling evident by the upregulation of their downstream effectors *Pik3r1* and *Limk1*, respectively (Gupta et al., 2013; Tejeda and Diaz-Guerra, 2017; Ravindran et al., 2019). Particularly, recently explored role of astrocytic TrkB-T1 signaling in astrocyte morphogenesis (Holt et al., 2019) warrants further research on the effect of STEE and its active compounds on TrkB activation.

Chemical analysis revealed CQA derivatives as the major polyphenols in the sugarcane top. CQA and its derivatives are broadly distributed phytochemicals in plants and their health benefits are widely investigated. Previous studies have reported that CQA and its derivatives have antibacterial, anticancer, antihyperglycemic, and neuroprotective properties (Kimura et al., 1985; Yoshimoto et al., 2002; Matsui et al., 2004; Miyamae et al., 2011a). Our previous studies have reported that CQA derivatives could activate mitochondrial ATP production mediated through energy metabolism promotion characterized by the upregulation of glycolytic enzymes (Han et al., 2010; Miyamae et al., 2011a). Also, Ferulic acid, one of the cinnamic acid derivatives, has shown antidepressant-like effects modulated by the increased expression of glycolytic genes, including *PKM* and *PC* and by increased monoamine levels in the mouse brain limbic system (Sasaki et al., 2019b). Moreover, our recent study has suggested that CQA derivative increases G0/G1 cell cycle arrest in hNSC and leads to its differentiation (Sasaki et al., 2019a). Considering the facts mentioned above, we can postulate that the CQAs in the sugarcane top extract may act as the glycolysis up-regulators and neural stem cell fate regulators observed in the present study. An ultra-high-performance liquid chromatography tandem mass spectrometry study by Su et al. has demonstrated that several mono-CQA and di-CQA isomers can pass through the blood-brain barrier (BBB) (Su et al., 2014). Although in our study, we have not explicitly investigated the effect of STEE on endothelial cells of the BBB, we found that STEE induced astrocytic process lengthening in hNSCs, and decreased expression of *Tnfrsf25*, *Vcam1*, and *Mmp9* in mice cortex, suggesting that STEE may improve age-associated degeneration of BBB properties (Wosik et al., 2007). 

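*Tnfrsf25* fell from an authors' mean log2 signal of 3.95 in SAMP8 control to 3.31 with STEE, a difference of -0.64 (standard error 0.080, adjusted p = 0.81 from limma's moderated test), with 3.73 in SAMR1. *Vcam1* fell from 2.92 to 2.74, a difference of -0.18 (standard error 0.0083), with a p-value of 0.0022 in the authors' deposited table. Its probe set with the highest mean signal rose instead, from 5.81 to 5.94, by 0.13 (standard error 0.028), with a p-value of 0.045 in the authors' deposited table, so that the 4 *Vcam1* probe sets gave 2 falls and 2 rises. *Mmp9* fell from 2.86 to 2.70, a difference of -0.16 (standard error 0.010), and its other probe set differed by -0.04 (standard error 0.066). The values of all 3 genes at these probe sets of the Supplementary Tables lay below the median signal of all probe sets.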

ISO, a natural flavonoid, is a luteolin glycoside as shown in its chemical identification name- luteolin-6-C-glucoside. ISO exists in several plants such as rooibos (*Aspalathus Linearis*) (Breiter et al., 2011), and has been reported to exhibit a variety of bioactivities, including antioxidant, anti-inflammatory, and anticancer effects (Tunalier et al., 2007; Yuan et al., 2013, 2016). Furthermore, a previous study has reported that ISO acts as an ATP non-competitive glycogen synthase kinase-3β (GSK3β) inhibitor and alleviates tau phosphorylation and Aβ toxicity (Liang et al., 2016). Therefore, this luteolin glycoside may also contribute to oxidative stress reduction and mitochondrial activation by enhancing cellular oxidative metabolism (Theeuwes et al., 2017; Yang et al., 2017). Also, GSK3β inhibition can induce neural stem cell proliferation and neurogenesis (Morales-Garcia et al., 2012), suggesting potential effects of ISO on neurogenesis. Daily intake of coffee or rooibos has not been reported to cause any serious damage to health. Additionally, several plant extracts, such as *Ilex guayusa*, rich in mono- and di-CQA derivatives have been approved by the FDA as GRAS (generally regarded as safe; GRAS Notice No. GRN 000869). Also, Amano et al. have reported that minor gastrointestinal side effects can be observed only in very high dose of 5-CQA (>100 μM), whereas 1 g of STEE has approximately 13.86 μM of 5-CQA (Amano et al., 2019). Therefore, daily intake of these polyphenols is unlikely to cause any serious side effects. In addition to the major peaks, several other peaks were also observed in the chromatogram. Analysis of those minor peaks may lead to identification of further interesting phytochemicals in the extract. However, previous studies on the bioactivities of the compounds identified as the major constituents of STEE in the present study suggest that the extract from this freely available and plentiful biological resource is a promising nutrient source having a unique phytochemical make-up and showing physiological activity on several aspects of brain function.

Our previous study has shown that caffeoylquinic acid-rich plant extract ameliorated cognitive decline in SAMP8 mice but did not affect behavioral activities in SAMR1 mice (Sasaki et al., 2013). Therefore, in the present study, we did not include the STEE-fed SAMR1 group. This is supported by the literature, whereby SAMP8 investigations typically include the SAMP8 and SAMR1 controls without SAMR1 + treatment group (Yang et al., 2020).

## Conclusion

In conclusion, our data is the first to demonstrate that STEE ameliorates age-related cognitive function likely through modulation of neuronal energy metabolism and neural differentiation from neural stem/progenitor cells. In the present study, we used a single concentration of STEE for the *in vivo* experiments; therefore, further careful studies with multiple sample concentrations are required to reveal optimal dosage for the induction of neural activity *in vivo*. One of the advantages of STEE is that they contain multiple bioactive compounds that can target multiple pathologies simultaneously, and therefore, can be more efficacious than traditional drugs for age-related impairment of brain functions. The findings of this study suggest the potential of STEE as a novel nutritional intervention or nutraceutical for cognitive health.

## Data Availability Statement

All datasets generated for this study are included in this article/Supplementary Material. Microarray data are deposited in the NCBI Gene Expression Omnibus (GEO) under accession number: GSE151727 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151727).

## Ethics Statement

All animal procedures were performed according to the guidelines of the Council of Physiological Society, Japan. Experimental protocols were approved by the Ethics Animal Care and Use Committee of University of Tsukuba, Japan.

## Author Contributions

KI and QW investigated the data, performed the methodology, carried out the formal analysis and data curation, wrote the original draft of the manuscript, and visualized the data. FF performed the software, carried out the formal analysis, and wrote, reviewed, and edited the manuscript. KS and KT investigated the data, performed the methodology, and validated the data. YA and HU contributed to conceptualization and resources. FS and HI contributed to conceptualization, resources, wrote, reviewed, and edited the manuscript, supervised the data, and carried out the project administration and funding acquisition. All the authors made substantial contributions to this article and approved the final article.

## Conflict of Interest

KI, HU, and YA are employed by the Nippo Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Sugarcane (Saccharum officinarum L.) Top Extract Ameliorates Cognitive Decline in Senescence Model SAMP8 Mice: Modulation of Neural Development and Energy Metabolism
**Source:** Front Cell Dev Biol. 2020 Oct 6;8:573487. doi: 10.3389/fcell.2020.573487
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures and Tables

**
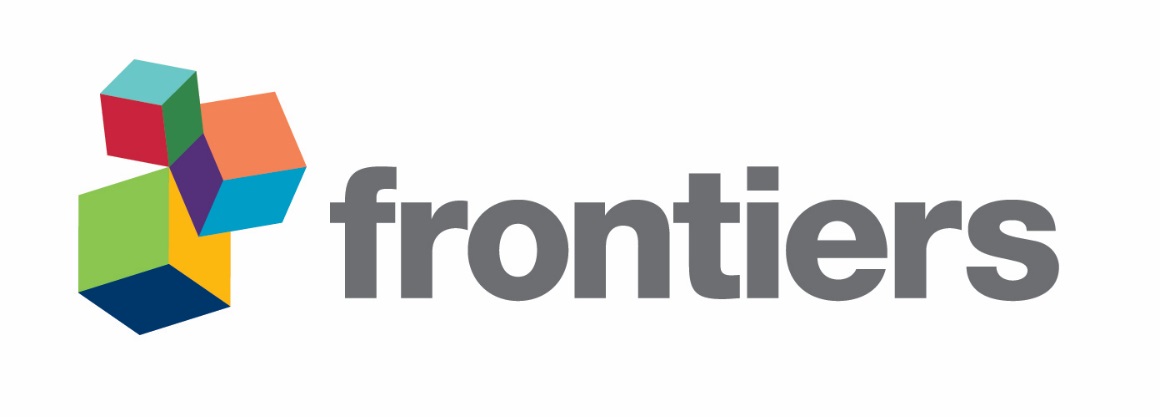
**

**Supplementary Figure 1** | Distribution of fold changes in mRNA expression levels between **(A)** SAMP8 control and SAMR1 mice, and **(B)** STEE-fed SAMP8 and SAMP8 control.

**Supplementary Figure 2** | Schematic diagram for the possible mechanism of the effect of STEE in the brain. STEE favors glucose metabolism, synaptic transmission, and neurodevelopment by inducing TrkB-mediated signal transduction. TrkB-FL or TrkB-T1 activated by STEE or its compounds trigger signaling such as PI3K/Akt pathway or Rho signaling pathway, resulting in transcription of genes related to above biological outcome.

**Supplementary Table 1 |** Characteristics of genes presented in the heatmap of Figure 6B

**Supplementary Table 2 |** Characteristics of genes presented in the heatmap of Figure 6C

**Supplementary Figure 3 |** Effects of STEE on SH-SY5Y cells. **(A)** Effect of different concentrations of STEE on the MTT assay in SH-SY5Y cells. The cells were treated with 1, 5, 10, 25, and 50 µg/mL of STEE for 72 hrs. The MTT enzymatic product was measured as optical density (OD) at 570 nm. Results are expressed as relative to control percentages and presented as mean ± *SD*. Comparisons were performed by one-way ANOVA with Dunnett’s post-hoc test: ***p* < 0.01. **(B)** Effect of STEE (50 µg/mL) on the total viable cell number. The cell numbers were determined at different time points (0, 12, 24, 48, and 72 hrs) after STEE treatment by ViaCount assay with flow cytometry. Values are presented as mean ± *SD*. Comparisons were performed using two-way ANOVA with Sidak’s post-hoc test.

# Supplementary material for: Sugarcane (Saccharum officinarum L.) Top Extract Ameliorates Cognitive Decline in Senescence Model SAMP8 Mice: Modulation of Neural Development and Energy Metabolism
**Source:** Front Cell Dev Biol. 2020 Oct 6;8:573487. doi: 10.3389/fcell.2020.573487
**Supplement:** Supplementary file 1

| Gene Symbol     | Description                                                           | Fold Change (P8 control vs R1) | Fold Change (P8 + STEE vs P8 control) | Biological Process# (GO ID)                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------|--------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Tenm4</i>    | Teneurin transmembrane protein 4                                      | - 1.06                         | 1.12*                                 | Signal transduction (GO:0007165); Multicellular organism development (GO:0007275); Cell differentiation (GO:0030154)                                                  |
| <i>Traf6</i>    | TNF receptor-associated factor 6                                      | - 1.06†                        | 1.12*                                 | Activation of MAPK activity (GO:0000187); Protein polyubiquitination (GO:0000209)                                                                                     |
| <i>Ntn5</i>     | Netrin 5                                                              | -1.11                          | 1.18*                                 | Nervous system development (GO:0007399); Motor neuron axon guidance (GO:0008045)                                                                                      |
| <i>Prkd1</i>    | Protein kinase D1                                                     | - 1.11                         | 1.16*                                 | Immune system process (GO:0002376); Protein phosphorylation (GO:0006468); Apoptotic process (GO:0006915)                                                              |
| <i>Gpm6b</i>    | Glycoprotein m6b                                                      | - 1.19                         | 1.26*                                 | Nervous system development (GO:0007399); Cell differentiation (GO:0030154)                                                                                            |
| <i>Slc16a4</i>  | Solute carrier family 16 (monocarboxylic acid transporters), member 4 | -1.17†                         | 1.24*                                 | Monocarboxylic acid transport (GO:0015718); Transmembrane transport (GO:0055085)                                                                                      |
| <i>Tnik</i>     | TRAF2 and NCK interacting kinase                                      | - 1.39*                        | 1.48*                                 | Protein phosphorylation (GO:0006468); Cytoskeleton organization (GO:0007010); Nervous system development (GO:0007399)                                                 |
| <i>Smad6</i>    | SMAD family member 6                                                  | - 1.1†                         | 1.11*                                 | Outflow tract septum morphogenesis (GO:0003148)                                                                                                                       |
| <i>Sdc4</i>     | Syndecan 4                                                            | - 1.19†                        | 1.2*                                  | Neural tube closure (GO:0001843)                                                                                                                                      |
| <i>Mbp</i>      | Myelin basic protein                                                  | - 1.24†                        | 1.23*                                 | Chemical synaptic transmission (GO:0007268); Central nervous system development (GO:0007417)                                                                          |
| <i>Itpr2</i>    | Inositol 1,4,5-trisphosphate receptor type 2                          | - 1.13                         | 1.11*                                 | Calcium ion transport (GO:0006816); Signal transduction (GO:0007165)                                                                                                  |
| <i>Syt1</i>     | Synaptotagmin I                                                       | - 1.31*                        | 1.27*                                 | Chemical synaptic transmission (GO:0007268); Neurotransmitter secretion (GO:0007269); Brain development (GO:0007420); Glutamate secretion (GO:0014047)                |
| <i>Pdk1</i>     | Pyruvate dehydrogenase kinase, isoenzyme 1                            | - 1.36*                        | 1.22*                                 | Glucose metabolic process (GO:0006006); Protein phosphorylation (GO:0006468); Cell proliferation (GO:0008283)                                                         |
| <i>Tenm2</i>    | Teneurin transmembrane protein 2                                      | - 1.55†                        | 1.34*                                 | Cell adhesion (GO:0007155); Signal transduction (GO:0007165); Neuron development (GO:0048666)                                                                         |
| <i>Limk1</i>    | LIM-domain containing, protein kinase                                 | - 1.29*                        | 1.16*                                 | Protein phosphorylation (GO:0006468); Signal transduction (GO:0007165); Rho protein signal transduction (GO:0007266); Nervous system development (GO:0007399)         |
| <i>Bhlhe22</i>  | Basic helix-loop-helix family, member e22                             | - 1.25                         | 1.12*                                 | Nervous system development (GO:0007399); Neurogenesis (GO:0022008)                                                                                                    |
| <i>Tnfrsf25</i> | Tumor necrosis factor receptor superfamily, member 25                 | 1.16                           | - 1.56*                               | Apoptotic process (GO:0006915); Tumor necrosis factor-mediated signaling pathway (GO:0033209); Regulation of apoptotic process (GO:0042981)                           |
| <i>Map2k3</i>   | Mitogen-activated protein kinase kinase 3                             | 1.12                           | - 1.29*                               | Activation of MAPK activity (GO:0000187); Protein phosphorylation (GO:0006468); Inflammatory response (GO:0006954); Signal transduction (GO:0007165)                  |
| <i>Crkl</i>     | V-crk sarcoma virus CT10 oncogene homolog (avian)-like                | 1.06                           | - 1.13*                               | Activation of MAPK activity (GO:0000187); Regulation of cell growth (GO:0001558)                                                                                      |
| <i>Gadd45b</i>  | Growth arrest and DNA-damage-inducible 45 beta                        | 1.29*                          | - 1.7*                                | Negative regulation of protein kinase activity (GO:0006469); Apoptotic process (GO:0006915); Multicellular organism development (GO:0007275)                          |
| <i>Lgr5</i>     | Leucine rich repeat containing G protein coupled receptor 5           | 1.14†                          | - 1.26*                               | G protein-coupled receptor signaling pathway (GO:0007186); Adenylate cyclase-activating G protein-coupled receptor signaling pathway (GO:0007189)                     |
| <i>Gfap</i>     | Glial fibrillary acidic protein                                       | 1.12                           | - 1.17*                               | Positive regulation of Schwann cell proliferation (GO:0010625); Negative regulation of neuron projection development (GO:0010977); Astrocyte development (GO:0014002) |
| <i>Sox4</i>     | SRY-box containing gene 4                                             | 1.08†                          | - 1.1*                                | Skeletal system development (GO:0001501); Neural tube formation (GO:0001841)                                                                                          |
| <i>Pdgfb</i>    | Platelet derived growth factor, B polypeptide                         | 1.3                            | - 1.43*                               | MAPK cascade (GO:0000165); Platelet degranulation (GO:0002576)                                                                                                        |
| <i>Smad1</i>    | SMAD family member 1                                                  | 1.15†                          | - 1.18*                               | Signal transduction (GO:0007165); Transforming growth factor beta receptor signaling pathway (GO:0007179); SMAD protein complex assembly (GO:0007183)                 |
| <i>Shh</i>      | Sonic hedgehog                                                        | 1.12*                          | - 1.12*                               | Negative regulation of transcription by RNA polymerase II (GO:0000122); Angiogenesis (GO:0001525)                                                                     |
| <i>Acvr1</i>    | Activin A receptor, type 1                                            | 1.22*                          | - 1.17*                               | G1/S transition of mitotic cell cycle (GO:0000082); Angiogenesis (GO:0001525)                                                                                         |

\*:Fold change satisfied with  $p < 0.05$ ; †:Fold change satisfied with  $0.05 < p < 0.1$ ; #:Biological process is obtained from GeneCards® database (<https://www.genecards.org/>).

# Supplementary material for: Sugarcane (Saccharum officinarum L.) Top Extract Ameliorates Cognitive Decline in Senescence Model SAMP8 Mice: Modulation of Neural Development and Energy Metabolism
**Source:** Front Cell Dev Biol. 2020 Oct 6;8:573487. doi: 10.3389/fcell.2020.573487
**Supplement:** Supplementary file 1

| Gene Symbol   | Description                                                                            | Fold Change (P8 control vs R1) | Fold Change (P8 + STEE vs P8 control) | Biological Process# (GO ID)                                                                                                                                                       |
|---------------|----------------------------------------------------------------------------------------|--------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Rnd1</i>   | Rho family GTPase 1                                                                    | - 1.1                          | 1.31*                                 | Actin filament organization (GO:0007015); Small GTPase mediated signal transduction (GO:0007264); Rho protein signal transduction (GO:0007266)                                    |
| <i>Elavl4</i> | ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Hu antigen D)             | - 1.02                         | 1.21*                                 | Learning (GO:0007612); Locomotory behavior (GO:0007626); Dendrite morphogenesis (GO:0048813)                                                                                      |
| <i>Dicer1</i> | Dicer 1, ribonuclease type III                                                         | 1.01                           | 1.12*                                 | RNA processing (GO:0006396); miRNA metabolic process (GO:0010586)                                                                                                                 |
| <i>Cd34</i>   | CD34 antigen                                                                           | 1.06                           | 1.21*                                 | Endothelial cell proliferation (GO:0001935); Endothelium development (GO:0003158); Cell adhesion (GO:0007155)                                                                     |
| <i>Mertk</i>  | C-mer proto-oncogene tyrosine kinase                                                   | 1.1*                           | 1.3*                                  | Protein phosphorylation (GO:0006468); Phagocytosis (GO:0006909); Cell surface receptor signaling pathway (GO:0007166)                                                             |
| <i>Sema3a</i> | Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A | 1.05†                          | 1.1*                                  | Neural crest cell migration (GO:0001755); Neuron migration (GO:0001764)                                                                                                           |
| <i>Ntrk2</i>  | Neurotrophic tyrosine kinase, receptor, type 2                                         | 1.14*                          | 1.18*                                 | Neuron migration (GO:0001764); Positive regulation of protein phosphorylation (GO:0001934); Transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169)         |
| <i>Pdk3</i>   | Pyruvate dehydrogenase kinase, isoenzyme 3                                             | 1.15†                          | 1.17*                                 | Glucose metabolic process (GO:0006006); Regulation of acetyl-CoA biosynthetic process from pyruvate (GO:0010510); Regulation of glucose metabolic process (GO:0010906)            |
| <i>Mapk11</i> | Mitogen-activated protein kinase 11                                                    | 1.19†                          | 1.14*                                 | Activation of MAPK activity (GO:0000187); Protein phosphorylation (GO:0006468); Ras protein signal transduction (GO:0007265); Regulation of gene expression (GO:0010468)          |
| <i>Pik3r1</i> | Phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)           | 1.16*                          | 1.11*                                 | Cellular glucose homeostasis (GO:0001678); Protein phosphorylation (GO:0006468); Protein import into nucleus (GO:0006606); Phosphatidylinositol biosynthetic process (GO:0006661) |
| <i>Vcam1</i>  | Vascular cell adhesion molecule 1                                                      | 1.03                           | - 1.13*                               | Acute inflammatory response (GO:0002526); Chronic inflammatory response (GO:0002544); Cell adhesion (GO:0007155)                                                                  |
| <i>Mmp9</i>   | Matrix metalloproteinase 9                                                             | 1.01                           | - 1.11*                               | Proteolysis (GO:0006508); Cytokine-mediated signaling pathway (GO:0019221)                                                                                                        |
| <i>Nodal</i>  | Nodal                                                                                  | - 1.01                         | - 1.11*                               | Negative regulation of transcription by RNA polymerase II (GO:0000122)                                                                                                            |
| <i>Ccr5</i>   | Chemokine (C-C motif) receptor 5                                                       | - 1.05                         | - 1.26*                               | MAPK cascade (GO:0000165); Dendritic cell chemotaxis (GO:0002407); Defense response (GO:0006952)                                                                                  |
| <i>Msi2</i>   | Musashi RNA-binding protein 2                                                          | - 1.03                         | - 1.22*                               | Stem cell development (GO:0048864)                                                                                                                                                |
| <i>Ptch1</i>  | Patched homolog 1                                                                      | - 1.05                         | - 1.2*                                | Negative regulation of transcription by RNA polymerase II (GO:0000122); Cell fate determination (GO:0001709); Neural tube formation (GO:0001841)                                  |
| <i>Bcl2</i>   | B cell leukemia/lymphoma 2                                                             | - 1.08                         | - 1.16*                               | Protein polyubiquitination (GO:0000209); Cell morphogenesis (GO:0000902)                                                                                                          |
| <i>Jag1</i>   | Jagged 1                                                                               | - 1.07                         | - 1.1*                                | Cell fate determination (GO:0001709); Negative regulation of cell-matrix adhesion (GO:0001953)                                                                                    |

\*:Fold change satisfied with  $p < 0.05$ ; †:Fold change satisfied with  $0.05 < p < 0.1$ ; #:Biological process is obtained from GeneCards® database (<https://www.genecards.org/>).

How the deposited data were processed for this re-analysis (not part of the article)

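Cerebral cortex of 6 mice was measured on Affymetrix Mouse Genome 430 PM array strips, with 2 mice in each of the groups SAMR1 + Water, SAMP8 + Water and SAMP8 + STEE. STEE was given at 20 mg/kg for 30 days and then during 8 days of behavioral tests. The groups were taken from the sample labels and the methods of the paper. The authors summarised the scanned intensities with RMA in Expression Console and compared groups in Transcriptome Analysis Console. They deposited, for 45077 probe sets, log2 group means, signed linear fold changes, p-values of a one-way between-subjects ANOVA and FDR-adjusted p-values. The log2 values deposited by the authors are averages over a group, rounded to 2 decimals and named bi-weight averages in their tables, and no values per array were used. The deposited linear fold and the difference of the deposited log2 means differed by at most 0.017 on the log2 scale, which rounding allows. The deposited FDR p-values differed from Benjamini-Hochberg adjusted p-values recomputed from the ANOVA p-values by at most 0.0011 in SAMP8 control vs. SAMR1 and 0.0084 in STEE-fed SAMP8 vs. SAMP8 control.

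The log2 difference between group means was computed for SAMP8 control minus SAMR1 and for STEE-fed SAMP8 minus SAMP8 control. Its standard error was recovered from the deposited p-value with 2 degrees of freedom, which a comparison of 2 against 2 mice gives. If all 3 groups had shared 1 spread, the recovered spreads of both comparisons would have been equal; over the 7117 probe sets with both differences of at least 0.1, they were within 10% of each other for 25.1%. The recovered variances were moderated with limma 3.58.1 in R 4.3.3 for probe sets with a log2 difference of at least 0.02, which left 37700 and 36106 probe sets; the rest were given a p-value of 1, and Benjamini-Hochberg adjustment ran over all 45077. The fitted prior had 4.08 degrees of freedom for SAMP8 control vs. SAMR1 and 5.05 for STEE-fed SAMP8 vs. SAMP8 control. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The recovery of the spread and the moderation were tested on simulated data of 45077 probe sets of which 200 changed by 1.0 on the log2 scale: the standard error was recovered with a median relative error of 2.38%, 126 of the 200 changed probe sets and 6 unchanged ones had an adjusted p-value under 0.05 after moderation, and 0 of the 200 did without moderation, where 173 of the 200 were under 0.05 before adjustment.

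A gene was counted among the differentially expressed genes when at least 1 of its probe sets had a deposited p-value under 0.05. The methods give this threshold for the ANOVA p-value and name no adjustment and no fold threshold. A fold threshold that is not stated may have been used, and the paper's lower counts may reflect it. Counting a gene by any of its probe sets was chosen here. A gene is a gene symbol entry as the authors list it. Overlaps between the comparisons were counted by symbol. Both comparisons share the SAMP8 control arrays, so 100 simulations drew 6 arrays with variances from the fitted prior, in which no group differed, in which the deposited strain difference was added without an effect of STEE, and in which that strain difference was first lowered by 0.16 on the log2 scale. The simulated probe sets were independent of each other, unlike genes in tissue, and the deposited strain difference contains the noise of the arrays. The lowered strain difference was added after the first 2 kinds of simulation had been seen.

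The genes named in the text are those the paper names from the microarray, the 5 with the largest rise and the 5 with the largest fall in each comparison among probe sets with a deposited p-value under 0.05, and the genes of the lists given here. For genes of Supplementary Tables 1 and 2 the probe set whose fold changes equal those of the tables was used, or failing that the one with the smallest p-value with STEE; for other genes, and for every gene in the gene lists (Mbp, Ntrk2 and Gfap among them), the one with the highest mean signal. Gene lists were written before the values were seen: 4 glycolysis genes the paper measured by qRT-PCR, 17 glycolysis genes, 6 neurodevelopmental genes, 15 monoamine and cholinergic genes, 7 neurotrophin genes, 12 immediate-early genes, 12 clock genes, genes typical of choroid plexus (9), striatum (9), hippocampus (8), blood (6) and myelin (10), 4 male genes and 1 female gene. Each list's median was set against 10000 random lists of the same size drawn from 20 bins of mean signal. Older symbols on the array (Pcx, Drd1a and Gm129) were matched through the RefSeq gene table of GRCm38.p6 after the values were seen. For neighbouring genes, 18406 of 20750 single-symbol genes were found in that table.

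The choices and alternatives were fixed before the data were examined, apart from filters on gene symbols and a scan of fold thresholds that are named as later additions. Alternatives were fold thresholds of 1.1, 1.2 and 1.5, an unadjusted p-value of 0.01, an adjusted p-value of 0.05, limma's moderated p-value, a filter on signal, other ways of counting genes and centring on the median. Enrichment of gene sets was not analysed here. The values of 1 gene of Figure 6C are not reported here, and it is only counted with the others. The number of arrays limits the precision of all values.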

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

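Limma's test was planned, and the count of large strain differences that pass its adjusted threshold was set before that count was seen; the other tests in this part were chosen after the values had been seen, and the gene lists were written before. Each list stood apart from nearly all of 10000 random lists of the same size and mean signal, in genes that the paper, apart from Mbp in the myelin list, does not discuss from the microarray, and such a percentile describes these arrays only.

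The immediate-early list (Fos, Egr1, Arc and 9 others) had a median log2 difference of -0.57 between STEE-fed SAMP8 and SAMP8 control, and all 12 genes, each with a signal above the median of all probe sets, were lower with STEE. The median for SAMP8 control vs. SAMR1 was 0.15. Arc had an authors' mean log2 signal of 7.64 in SAMR1, 8.36 in SAMP8 control and 7.23 with STEE. In the authors' deposited table 1 of the 12 genes was under 0.05 with STEE, and no gene had an adjusted p-value under 0.05 in limma's test. Random lists of the same brightness had medians down to -0.12, which argues against a shift over all genes. The striatal list, with a median of 0.02 with STEE, argues against striatal tissue in the samples of 1 group. If 1 mouse alone deviated in a comparison of 2 against 2, the p-value of its genes would lie near 0.42; in the authors' deposited table the median p of the list was 0.13, and for 8 of the 12 genes the implied standard error was under 50% of the difference, which argues against a single mouse as the whole cause. The time of day at death may also contribute. The clock list had a median of -0.07 with STEE, at percentile 0.12 of the random lists. Of its genes 3 rose and 9 fell, none under 0.05. Clock genes need not move together when the hour changes, so these directions and the size of the median do not decide the question. Neither the labels nor the methods give the hour for each mouse. What remains open is the activity of the mice before death, time of day, and an effect of STEE, which cannot be told apart with 2 mice per group.

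The striatal list had a median log2 difference of 0.72 between SAMP8 control and SAMR1, all 9 genes being lower in SAMR1 and all 9 having a signal above the median of all probe sets in every group. The one with the highest signal, Penk, had an authors' mean of 9.00 in SAMR1, 9.72 in SAMP8 control and 9.63 in STEE-fed SAMP8. The median p of the list in the authors' deposited table was 0.42, which is the value that 1 deviating mouse gives, and the median standard error of the list was 0.76 against 0.11 for STEE-fed SAMP8 vs. SAMP8 control, a ratio at percentile 100 of the random lists. A wider spread of all genes between the SAMR1 arrays is argued against by the ratio of the median standard errors over all probe sets, 0.993. A candidate explanation is therefore a different mix of brain regions in 1 SAMR1 sample, as a hypothesis; the cortex may also express these genes, and no value of a single array was used.

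The hippocampal list pointed the other way, with a median log2 difference of -0.25 for SAMP8 control vs. SAMR1, all 8 genes being higher in SAMR1 and 3 of the 8 having a signal above the median of all probe sets, and a median p of 0.41 in the authors' deposited table. Its median standard error was 0.24 against 0.086 with STEE, above 99.4% of random lists. The same mix of regions may lie behind it. The choroid plexus list had a median of -0.18, with 7 of 9 genes higher in SAMR1 and a median p of 0.39 in the authors' deposited table, and its ratio of standard errors lay above 86.1% of random lists, so for this list a mix of regions could neither be excluded nor singled out. Its gene with the highest signal, Ttr, varied widely in both comparisons, with standard errors of 1.8 and 1.5. A strain difference remains open for both lists.

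The myelin list had a median log2 difference of -0.30 for SAMP8 control vs. SAMR1, with 9 of 10 genes higher in SAMR1, and a median of -0.03 with STEE. All 10 genes had a signal above the median of all probe sets, and Mbp is also a gene of Figure 6B. The gene with the highest signal, Mbp, was 12.18 in SAMR1, 12.03 in SAMP8 control and 11.95 with STEE in the authors' means; 12.18 was also the highest signal of any probe set in SAMR1, so its differences may be compressed. For 7 of the 10 genes the standard error was under 50% of the difference, and the median p in the authors' deposited table was 0.094, well below what 1 deviating mouse gives, which argues against the mix of regions in 1 SAMR1 sample as the cause. A mix that differs between the groups as a whole, and a difference between the strains, stay open and were not separated.

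Gm17167 had the largest log2 difference of any probe set with a gene symbol under 0.05, 5.06 higher in SAMP8 control than in SAMR1, with an adjusted p = 0.0016 in limma's test. Among the 72 probe sets with a gene symbol that were under 0.05 with a log2 difference of at least 1.0 between the strains, 63 had an adjusted p-value under 0.05 in limma's test, which argues against chance as the whole cause. Of the 72, 39 had other probe sets of the same gene with a signal above the median, and the median share of the change that these others showed was 0.19; it was below 0.5 for 31 of the 39. For Peg3, for example, 1 probe set fell by 2.76, while its 4 other probe sets had a median of 0.02. A sequence variant between the strains under single probe sets, or a change of single transcripts, may thus lie behind part of the large differences. Gm17167 has 1 probe set, so this was not testable for it, and a true difference in its expression stays open.

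With STEE, the largest difference among probe sets with a gene symbol under 0.05 was that of 5330430B06Rik, at -1.65, with authors' means of 4.72 in SAMR1, 5.83 in SAMP8 control and 4.18 with STEE. It was the only probe set with an adjusted p-value under 0.05 in limma's test with STEE (adjusted p = 0.0057); 1536 were under 0.05 before adjustment. Its other probe set differed by -0.09. Over the 20 probe sets with a gene symbol that were under 0.05 with a log2 difference of at least 0.5 with STEE, 10 had other probe sets of the same gene with a signal above the median, which showed a median share of the change of 0.18. A low share also follows from picking the largest changes, and only 1 of the 20 passed the adjusted p-value, so this does not separate chance from a change seen by single probe sets. A strain variant cannot apply here, since both groups are SAMP8, and chance, single transcripts, cross-hybridisation and an effect of STEE stay open.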

How the results depend on the processing

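The number of genes under 0.05 was 2589 for SAMP8 control vs. SAMR1 and 1526 for STEE-fed SAMP8 vs. SAMP8 control, with overlaps of 166 (down in SAMP8 control, up with STEE) and 139 (up, then down). In the order of these 4 counts, the alternatives fixed before the data were examined moved them as follows. A fold of at least 1.1 gave 1812, 809, 81 and 70. A fold of at least 1.2 gave 879, 169, 13 and 10. A fold of at least 1.5 gave 180, 10, 0 and 1. An unadjusted p-value under 0.01 gave 574, 336, 23 and 13. A Benjamini-Hochberg adjusted p-value under 0.05 gave 1, 1, 0 and 0. Probe sets above the median signal gave 1765, 820, 91 and 59. With 1 probe set per gene the counts were 1596, 916, 75 and 61. These fall because each alternative admits fewer probe sets. Limma's moderated p-value under 0.05, without adjustment, gave 3013, 1190, 169 and 139, probe sets counted instead of genes gave 3255, 1860, 169 and 128, and centring on the median gave 2605, 1526, 155 and 148; all of these were within 1.5 times. Centring moved the share of higher genes from 53.7% to 59.9% in SAMP8 control vs. SAMR1 and left 48.8% with STEE. With STEE, this share was 57.6% above the median signal, 55.6% at a fold of at least 1.2 and 53.2% with limma's moderated p-value. It was 47.7% at a fold of at least 1.1, 47% at a p-value under 0.01, 49.8% with 1 probe set per gene and 48.2% for probe sets. The balance of rises and falls with STEE thus depended on the setting.

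Filters on gene symbols were added after the values had been seen. Probe sets with a single gene symbol gave 2481, 1494, 162 and 136, and without predicted genes also 2169, 1274, 132 and 121. A fold above 1.1 gave 1679, 704, 68 and 60. A fold of at least 1.1 with a single symbol gave 1735, 795, 79 and 68, and above 1.1 gave 1607, 693, 67 and 58. Without predicted genes, a fold of at least 1.1 gave 1556, 680, 65 and 60, and above 1.1 gave 1441, 595, 56 and 51.

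The correlation of the log2 differences of both comparisons was -0.223 over all probe sets, -0.220 with 1 probe set per gene and -0.167 over probe sets above the median signal; the cause was not tested.

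Of the 45 genes of Figures 6B and 6C, all were under 0.05 with STEE in the direction of the Supplementary Tables, also after centring, and 25 were at the probe set with the highest mean signal; the choice of probe set is the cause. The direction held for 37 genes at that probe set and for 43 in the mean of all probe sets. For 24 of the 45 genes the probe set with the highest mean signal was the one already taken, which fixed their result in advance. The mean also includes the probe set already taken. With STEE, the direction reversed at the probe set with the highest mean signal for Gpm6b (-0.03), Mbp (-0.08), Shh (0.12), Dicer1 (-0.06), Vcam1 (0.13), Nodal (0.01) and Bcl2 (0.01), and in the mean of all probe sets for Mbp (-0.03), while the mean for Traf6, which rises in the tables, was near 0 (-0.00). At that probe set, 12 further genes kept their direction with STEE but were no longer under 0.05, and Syt1 did not change to 2 decimals (0.00). For SAMP8 control vs. SAMR1, 8 of the 45 genes reversed at that probe set: Gpm6b (0.04), Syt1 (0.12), Shh (-0.04), Elavl4 (0.18), Dicer1 (-0.05), Pik3r1 (-0.01), Vcam1 (-0.26) and Bcl2 (0.34). In the mean of all probe sets the genes that reversed for SAMP8 control vs. SAMR1 included Syt1 (0.07), Elavl4 (0.04), Dicer1 (-0.02), Ntrk2 (-0.02), Vcam1 (-0.02) and Bcl2 (0.08).

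No paired analysis was possible because the files hold group means and no values per array. For the same reason a fit with the replicate number, leaving out each mouse in turn, a split of the control arrays and a spread shared by all 3 groups were not run. A low signal limits 12 of the 45 genes, whose probe sets lay at or below the median signal in both SAMP8 groups.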

Differences from the paper's values

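The paper reports 1594 genes for SAMP8 control vs. SAMR1, of which 921 were up and 673 down; the counts here were 2589, 1414 and 1221. For STEE-fed SAMP8 vs. SAMP8 control the paper reports 689 genes, 339 up and 350 down; the counts here were 1526, 754 and 792. The paper's overlaps were about 63 in Fig. 5C, read by eye, for genes down in SAMP8 control and up with STEE, 56 up and then down, and 119 together, against 166, 139 and 305 here. Of the alternatives set before the data were examined, a fold of at least 1.1 brought all 9 counts within 1.5 times of the paper's, and so did 1 probe set per gene and the filter on signal. The other alternatives brought none of the 9 counts that close. Fold thresholds of 1.2 and 1.5, the p-value of 0.01 and the adjusted p-value gave counts further below the paper's, while limma's moderated p-value, probe sets in place of genes and centring gave counts above.

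After the values had been seen, 58 settings were scanned, with fold thresholds from 1.00 to 1.24, as at least or above, and filters on gene symbols. No setting gave all 9 counts of the paper. A fold of at least 1.1 without probe sets of several symbols and without predicted genes gave 350 genes down with STEE, the paper's value, with 1556 and 680 genes in all; it was chosen after seeing the values and drops 0 of the 45 genes of Figures 6B and 6C. The remaining settings gave none of the 9 values. A fold above 1.1, and folds of at least or above 1.1 combined with single symbols or without predicted genes, were likewise chosen after seeing the values and brought all 9 counts within 1.5 times of the paper's; a fold above 1.1 drops 3 of the 45 genes, alone or combined, and a fold of at least 1.1 drops 0.

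In the paper, the genes of Figure 6C are regulated specifically in STEE-fed SAMP8. Of the 18 genes, 3 were under 0.05 in the deposited table of SAMP8 control vs. SAMR1 as well: Mertk, Ntrk2 and Pik3r1, at 0.14, 0.18 and 0.21 on the log2 scale. The paper's Supplementary Table 2 marks the same 3 strain differences, so the question lies in the word specifically and not in the values. The paper states that Mbp and Syt1 rose with STEE and were higher in SAMR1 than in SAMP8 control. At the probe sets of Supplementary Table 1 both directions were found. Over all 8 probe sets Mbp differed by -0.03 with STEE, and over all 4 Syt1 was higher in SAMP8 control than in SAMR1, by 0.07.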

Other observations

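The tests of small p-values and of lists were chosen after the results were seen, and the simulation with a lowered strain difference was added after the other simulations had been seen.

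Genes with opposite directions in both comparisons outnumbered those with the same direction by a ratio of 2.44. Unchanged simulated groups that share the control arrays gave ratios from 2.64 to 4.76, all above the observed one. Shared controls alone can thus give an excess of opposite directions, but they did not reproduce every observed value. The 305 opposite genes lay below the simulated range of 325 to 423. At a fold of at least 1.1 the share of 18.7% lay above 13.0% to 17.9%. Other measures lay within the ranges. These were the share of 20.0% without a fold threshold (17.2% to 21.4%) and the 151 opposite genes at a fold of at least 1.1 (130 to 189). At that fold, 809 genes were under 0.05 with STEE, against a simulated mean of 1026. With the deposited strain difference added and no effect of STEE, up to 622 genes were opposite, but these simulations also called a mean of 4706 genes between the strains against 2589 observed, so the number is not comparable. With a strain difference lowered until the simulated calls matched, the observed ratio and the observed shares lay within the simulated ranges, with up to 24.0% of the genes under 0.05 with STEE opposite against 20.0% observed. The 305 opposite genes lay below that range too, 363 to 468, in simulations that called a mean of 1894 genes with STEE against 1526 observed, and the observed correlation of -0.223 was weaker than in any of them, where the mean was -0.360 and the range -0.407 to -0.346. No simulation matched every measure, so how much of the overlap the shared controls account for could not be decided. An effect of STEE that reverses the strain difference is not excluded.

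STEE-fed SAMP8 vs. SAMP8 control gave 1860 probe sets under 0.05, below the lowest of 100 simulations of unchanged groups, 2139. A difference between arrays that runs across the groups, such as between the mice within a group, may widen the spread and lower the number. The group means do not show which array differs, so this could not be decided.

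Genes under 0.05 between the strains formed 168 pairs of neighbouring genes changed in the same direction, against a mean of 141 and a range of 105 to 180 in 1000 shuffles; with STEE there were 51 pairs against a mean of 50.5. A clustering in stretches of the genome that differ between the strains could not be shown or excluded with these calls. Gene order was taken from GRCm38.p6.

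The other lists gave these medians, for SAMP8 control vs. SAMR1 and then with STEE. The 4 glycolysis genes measured by qRT-PCR in cultured cells had 0.03 and 0.03, and the 17 glycolysis genes 0.02 and 0.02, at percentile 75.6 of random lists with STEE, with 13 genes higher. The neurodevelopmental genes had 0.03 and -0.03, and the neurotrophin genes 0.02 and 0.03. The monoamine and cholinergic genes had -0.11 and -0.08, below all but 0.07% and 0.18% of random lists, with a single gene under 0.05 with STEE and a ratio of the standard errors of both comparisons above that of 97.3% of random lists. Between the strains 9 of these genes were lower and 6 higher in SAMP8 control, none under 0.05. The median p was 0.45 in the authors' deposited table. The largest falls, Slc6a3 (-1.09), Ddc (-1.06) and Slc18a2 (-0.94), had standard errors of 1.2, 0.72 and 0.73. With STEE the standard errors were 0.1, 0.0014 and 0.11. A different mix of regions in 1 SAMR1 sample was not excluded for this list. The clock genes had 0.01 in SAMP8 control vs. SAMR1. The 6 blood genes, read from 3 probe sets, had 0.01 and 0.01, the male genes 0.00 and 0.04, and Xist 0.03 and -0.08.

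The smallest deposited FDR values belonged to small differences. Nfatc1 differed by 0.02 with STEE with an FDR of 0.0056 in the authors' deposited table, and Gm14285 by -0.14 between the strains with an FDR of 0.013 in the authors' deposited table; the adjusted p-values from limma's moderated test were 1 and 0.66.

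Among probe sets with a gene symbol and a deposited p-value under 0.05, and besides the genes named elsewhere, the largest falls in SAMP8 control vs. SAMR1 were those of Vcp (-2.07), Kif5b (-2.01), AI314760 (-1.96) and Ppp1r1a (-1.94), and the largest rises those of Mela (4.42) and of 3 probe sets shared by predicted genes such as Gm10590 and Gm2192 (3.85, 3.77 and 3.73). With STEE, under the same limit, Nr4a3 (-1.01), Klf10 (-0.96) and Apold1 (-0.72) fell and Zfp941 (0.66), Erc2 (0.58), 9330154F10Rik (0.57) and Sult1a1 (0.56) rose. Of these STEE changes none had an adjusted p-value under 0.05 in limma's test; the lowest was 0.15, for Klf10.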
